# Suboptimal evolutionary novel environments promote singular altered gravity responses of transcriptome during *Drosophila* metamorphosis

**DOI:** 10.1186/1471-2148-13-133

**Published:** 2013-06-27

**Authors:** Raul Herranz, Oliver J Larkin, Richard JA Hill, Irene Lopez-Vidriero, Jack JWA van Loon, F Javier Medina

**Keywords:** Evolutionary genomics, Gene family evolution, Microgravity-hypergravity, Magnetic levitation, Gene expression, Microarray

## Abstract

**Background:**

Previous experiments have shown that the reduced gravity aboard the International Space Station (ISS) causes important alterations in *Drosophila* gene expression. These changes were shown to be intimately linked to environmental space-flight related constraints.

**Results:**

Here, we use an array of different techniques for ground-based simulation of microgravity effects to assess the effect of suboptimal environmental conditions on the gene expression of *Drosophila* in reduced gravity. A global and integrative analysis, using “gene expression dynamics inspector” (GEDI) self-organizing maps, reveals different degrees in the responses of the transcriptome when using different environmental conditions or microgravity/hypergravity simulation devices. Although the genes that are affected are different in each simulation technique, we find that the same gene ontology groups, including at least one large multigene family related with behavior, stress response or organogenesis, are over represented in each case.

**Conclusions:**

These results suggest that the transcriptome as a whole can be finely tuned to gravity force. In optimum environmental conditions, the alteration of gravity has only mild effects on gene expression but when environmental conditions are far from optimal, the gene expression must be tuned greatly and effects become more robust, probably linked to the lack of experience of organisms exposed to evolutionary novel environments such as a gravitational free one.

## Background

Genome-wide transcriptional profiling in flies exposed to a reduced gravity level in the International Space Station (ISS), or in simulated microgravity (using a Random Positioning Machine, RPM), is severely altered [1]. These important alterations in *Drosophila* gene expression are intimately linked to imposed spaceflight-related environmental constraints (i.e. uncontrollable temperature during transport, launch and travel to the ISS plus other spaceflight hardware container constraints, such as limited amount of oxygen, light or humidity supply) during *Drosophila* metamorphosis; the alterations do not appear when similar experiments are performed in optimal environmental conditions [1].

Two experimental approaches can be used to evaluate the effects of altered gravity. The first of these is to perform experiments in orbit, where the *g* force is reduced by three orders of magnitude compared to the force of gravity on the ground. However, access to spaceflight opportunities is problematic, expensive and scientifically constrained. The second approach is to use a Ground Based Facility (GBF) which balances the force of gravity, or otherwise neutralizes the effects of gravity on the organism [2,3]. The effects of Earth’s surface gravity on an organism can be lessened or neutralized by means of a mechanical device that constantly changes the direction of the effective *g* force (g*) with respect to the sample, i.e. using a classical horizontal 2D clinostat or a random positioning machine (RPM); the latter is a 3D version of the clinostat that continuously randomizes the orientation and speed of rotation [4,5]. To enhance our understanding of altered gravity effects, we also employ mechanical simulation of a hypergravity environment, *i.e.*, a centrifuge with a large enough radius that shear forces in the sample chamber are reduced to an acceptable level [6,7]. An example of such a GBF is the Large Diameter Centrifuge (LDC) located at ESA research center in The Netherlands (ESTEC) [8].

A different kind of reduced gravity simulator, free of the rotational, mechanical and inertial forces generated by spinning simulators and with the advantage of acting at the molecular level, is based on diamagnetic levitation [9-13]. Diamagnetic material, such as water, is repelled from a magnetic field. Since the composition of the majority of biological tissues is largely water, this technique can also levitate living organisms (0g*), with exposures to hypergravity (2g*) and magnetic field control conditions (1g*) simultaneously and in the same environment [14].

Here, we study the effects of altered gravity conditions on the gene expression profile of *Drosophila melanogaster* during metamorphosis (3–4 day-long experiments), using three GBFs and whole genome microarray platforms. In addition, we study the effect of applying two environmental constraints to the system, a cold step of three days at 12°C (ΔT) and a containment of the samples in a chamber that reduces the amount of available oxygen (↓O_2_), both of them not reaching deleterious doses [15,16]. Both environmental parameters were found to be crucial in previous studies in real and simulated space environments [1] and in a preliminary attempt at using magnetic levitation as a microgravity simulator with *Drosophila*[17]. The main and novel conclusion reported here is that *Drosophila* responses to altered gravity environments are variable, being greatly dependent on environmental conditions and the type of GBF used, despite some common stress response and behavioral effects confirmed by altered expression of related genes.

## Methods

### Ground based facilities

Two mechanical (at DESC/ESTEC in Noordwijk, The Netherlands) and one magnetic (at the University of Nottingham in the United Kingdom) GBFs have been used to generate altered gravity conditions. In the first set of experiments, microgravity was simulated mechanically, using a random positioning machine (RPM) [4,5] and hypergravity conditions were applied with a large centrifuge (LDC) [8] in the same location and simultaneously. The samples were exposed in similar type I containers used in a former experiment in the ISS [1].

In the second set of experiments, a high gradient superconducting magnet in simulated microgravity and hypergravity samples within the bore of the magnet; the forces acting on the samples depend on the position of the object in the magnet bore. This facility is not compatible with a type I metallic container, so experiments were performed in a 25 mm-diameter, 10 mm-tall ‘arena,’ constructed within a 25 ml clear plastic sample tube, positioned near the top of the bore, 80 mm above the centre of the solenoid. Here, the magnitude of the field *B* and its vertical field gradient ∂*B*/∂*z* is large enough to levitate biological tissue. At the centre of the arena, where the product *B* times ∂*B*/∂*z* is 1360 T^2^/m, the diamagnetic and gravitational forces on water balance exactly. We label this point the ‘0g* point’, and correspondingly refer to the arena enclosing it as the ‘0g* arena’. The magnitude of the effective gravity acting on water increases away from the 0g* point, but is within a few percent of *g* everywhere inside the 0g* arena. The asterisk on the label ‘0g*’ is used as a reminder that the effective gravity refers to water, and that there is a strong magnetic field present (11.5 tesla). An arena located at the centre of the bore, where there is no vertical gradient of the field and hence no vertical force balancing gravity, is used to control for additional effects of the magnetic field besides that of levitation: here the effective gravity is unchanged. We label this arena ‘1g*’. The magnetic field in this position is 16.5 tesla. In the lower region of the solenoid, 80 mm below the centre of the solenoid, a third arena labeled ‘2g*’ was placed where the magnitude of the effective gravity within the arena was within a few percent of 2*g* (hypergravity simulated position) and directed downwards [9-12]. In summary, experiments were done on three samples in the magnet (11.5 tesla at the 0g* and 2g* points, and 16.5 tesla at the 1g* point) to simulate both microgravity by levitation (0g*) and simulated hypergravity (2g*) and a 1*g* external control was performed simultaneously in all GBFs, placed well away from the magnet in this GBF.

### Biological materials

We used a similar experimental procedure to that used in a previous ISS experiment [1] developed during the 14-days Cervantes Mission to the ISS on October 2003, in all three GBFs. Late instar larvae of *Drosophila melanogaster* Oregon R, just before entering metamorphosis, were collected and placed on filter paper, and then exposed to altered gravity for 4 days at 22°C until just before the end of metamorphosis. Two types of environmental perturbations were added: one is a 3.5 days cold step at 14°C prior to the experiment (ΔT) and the other is to hold the samples in the same hermetically sealed type-I container used in space experiments ([1], limited amount of oxygen available, ↓O_2_, versus samples in open containers (air permeable membranes)). To analyze the transcriptional profile of *Drosophila*, two to four biological replicas, including 8 to 12 individuals from each condition, that passed quantity (nanodrop absorbance measurement) and quality (RNA integrity determined by bioanalyzer) tests of the extracted RNA, were used in microarray analysis. A summary of the conditions and samples used is included in Table 1. All samples were processed using Affymetrix *Drosophila* (DrosophilaGenome2) chips covering nearly the whole fly coding genome. A validation of this approach, including qRT-PCR has been published earlier [1,17].

**Table 1:** **Description of the 90 microarray CEL files used (accession number GEO NCBI database *GSE33779*)**

**Simulation facility**	**Temperature constraints (ΔT)**	**Oxygen (↓O**_**2**_**) constraints**	**g level**	**Name of CEL file replicates**			
RPM (From early to late pupae just before imagoes hatching)	No	No (open)	Sim μ*g*^	80A	80B	80C	
			1*g*	81A	81B	81C	
	Yes	No (open)	Sim μ*g*^	70A	70B	70C	
			1*g*	71A	71B	71C	
	Yes	Yes (close)	Sim μ*g*^	70E	70F	70G	70H
			1*g*	71E	71F	71G	71H
Magnetic levitator (From early to late pupae just before imagoes hatching)	No	Yes (close)	0g*	60A	60B	60C	
			1g*	61A	61B	61C	
			2g*	62A	62B	62C	
			1*g*	6cA	6cB	6cC	
			1*g* (open)	6oA	6oB	6oC	
	Yes	Yes (close)	0g*	50A	50B	50C	
			1g*	51A	51B	51C	
			2g*	52A	52B	52C	
			1*g*	5cA	5cB	5cC	
			1*g* (open)	5oA	5oB	5oC	
Hypergravity centrifuge (6*g*/12*g*) (From early to late pupae just before imagoes hatching)	No	No (open)	12*g*^	Q4A	Q4B	---	
			6*g*^	---	Q3H^#^	Q3I^#^	
			1*g*^	Q0A	Q0H^#^	Q0I^#^	
			1*g*	Q1A	Q1H^#^	Q1I^#^	
	Yes	No (open)	12*g*^	R4A	R4B	R4C	
			6*g*^	---	R3H^#^	R3I^#^	
			1*g*^	R0A	R0H^#^	R0I^#^	
			1*g*	R1A	R1H^#^	R1I^#^	
	No	Yes (close)	12*g*^	Q9A^#^	Q9B^#^	Q9C^#^	
			6*g*^	---	Q8H^#^	Q8I^#^	
			1*g*^	QCA	QCB	QCC	
			1*g*	Q6A	Q6B	Q6C	
	Yes	Yes (close)	12*g*^	---	Q9E^#^	Q9F^#^	
			6*g*^	---	R8H^#^	R8I^#^	
			1*g*^	RCA	RCB	---	
			1*g*	R6A	R6B	---	

Comparison experiments were performed using different environmental constraints in three devices. ΔT constraints mean 3.5 days of cold step (12°C) then 4 days at 22°C following the GENE experiment temperature profile [1]. ↓O_2_ means oxygen amount limited by the container (closed). * indicates the presence of a high magnetic field; ^ indicates the presence of mechanical/rotational disturbances; ^#^ indicates that replicates have been performed in a parallel second experiment with the same design. The name assigned to any of CEL file replicates is provided for clarity when revisiting the dataset.

### Microarray data analysis

After data processing as indicated in [17], each probe was tested over replicates for changes in expression between different conditions using an empirical Bayes moderated t statistic, *i.e.* Limma [18]. To control the false discovery rate (FDR), p values were corrected using the method of Benjamini and Hochberg [19]. FIESTA viewer (http://bioinfogp.cnb.csic.es/tools/FIESTA/index.php) was used to visualize all microarray results and to evaluate the numerical thresholds applied for selecting differentially expressed genes [20]. Probe set lists were filtered using raw limma or FDR p-values from the FIESTA viewer interface. This whole-genome expression data has been submitted to GEO NCBI database with the accession number GSE33779.

### Gene ontology and whole genome GEDI analysis

Gene ontology was analyzed in the selected probe set lists by DAVID GO functional annotation clustering [21,23]. Only gene ontology clusters that appear recurrently through the examination of the different lists have been considered in the analysis of Tables 2 and 3. A global and integrative analysis using “gene expression dynamics inspector” (GEDI) self-organizing maps, was performed using the above indicated software v2.1 [24]. Using transformed and corrected signal log2ratios data, we identified 11594 probe sets that show signal log2ratio changes > 0.5 or < −0.5 relative to the 1*g* control in at least one of the experimental conditions. Mosaics of 20 × 15 grid size (average of 39 probe sets/tile) were obtained using the self-organizing maps algorithm and standard settings of the software [24] using the signal log2ratio of the selected probesets. The average signal log2ratio for each tile or cluster of probesets was calculated and displayed in panels for all of the experimental conditions analyzed and also for rotational controls in the LDC and ↓O_2_ condition controls for the magnet.

**Table 2:** DAVID gene ontology functional annotation enrichment analysis in mechanical simulators

**GBF**	**ΔT**	↓**O**_**2**_	**G level**	**Affected genes (limma raw(FDR))**	**Behaviour responses**		**Metamorphosis/morphogenesis/organogenesis**	**Stress responses**		**GO clusters observed also in control conditions**				
					**Reproductive/ mating/oviposition**	**Sensorial/ hormonal/ odorant prot.**		**Abiotic (heat, light & hypoxia)**	**Biotic (defense & immune sys.)**	**Insect cuticle proteins**	**Cytoesqueleton and cell adhesion**	**Proteolysis**	**Red-Ox states/energy**	**Hemo/ metals/ions binding**
RPM	No	No	sim μ*g* UP	218(0)		*2.9×10*^*-4*^						3.5×10^-2^	*2.5×10*^*-6*^	
			sim μ*g* Down	117(0)			**8.7**×**10**^**-9**^				2×10^-2^			3.9×10^-3^
	Yes	No	sim μ*g* UP	28(0)		1.1×10^-3^								
			sim μ*g* Down	17(0)						1.9×10^-3^				
	Yes	Yes	sim μ*g* UP	20(0)										
			sim μ*g* Down	21(0)										
LDC	No	No	12*g*^ UP	85(0)								7×10^-2^	**<10**^**-14**^	4.2×10^-3^
			12*g*^ Down	63(0)			1.7×10^-3^			1×10^-3^				
			6*g*^ UP	37(0)			*2.4×10*^*-5*^							1.1×10^-2^
			6*g*^ Down	8(0)					1×10^-2^					
	Yes	No	12*g*^ UP	873(185)	**1.5**×**10**^**-16**^	7.9×10^-2^	*3×10*^*-4*^		**1.9**×**10**^**-8**^					
			12*g*^ Down	614(72)						**4.1**×**10**^**-12**^	*8.9×10*^*-4*^		*5.8×10*^*-5*^	5.7×10^-3^
			6*g*^ UP	288(0)				3.9×10^-2^					*2*×*10*^*-5*^	3.7×10^-2^
			6*g*^ Down	118(0)			2.9×10^-3^	*2.9×10*^*-5*^	2.3×10^-2^		1.7×10^-2^			3.5×10^-2^
	No	Yes	12*g*^ UP	>10^3^(1557)	**4.1**×**10**^**-10**^		**5.9**×**10**^**-15**^				*1.2×10*^*-4*^			
			12*g*^ Down	>10^3^(1040)				4.7×10^-3^		**8.4**×**10**^**-22**^			**5.1**×**10**^**-7**^	3.4×10^-3^
			6*g*^ UP	>10^3^(1359)	1.3×10^-3^		**<10**^**-15**^		7×10^-2^	*3×10*^*-6*^	**1.5**×**10**^**-16**^			*5.3×10*^*-4*^
			6*g*^ Down	912(720)	*7.4*×*10*^*-4*^	*6.8*×*10*^*-5*^		*3.1×10*^*-6*^	1.7×10^-2^			**1.9**×**10**^**-9**^	**5.4**×**10**^**-11**^	**5.8**×**10**^**-7**^
	Yes	Yes	12*g*^ UP	608(6)	**9**×**10**^**-11**^		**3**×**10**^**-14**^	*5.1×10*^*-4*^	3.7×10^-3^		**2.8**×**10**^**-11**^			**3.9**×**10**^**-7**^
			12*g* Down	334(0)		*5.1×10*^*-4*^							*9.7×10*^*-5*^	
			6*g* UP	419(1256)	**4.9**×**10**^**-17**^	6.1×10^-2^	3×10^-2^		7.8×10^-2^		3.7×10^-2^	8×10^-2^	*7×10*^*-6*^	
			6*g* Down	297(912)				**9.6**×**10**^**-12**^			*2.5×10*^*-4*^		**7.7**×**10**^**-8**^	*7×10*^*-4*^

The number of up- or down-regulated probesets in each GBF facility (first column) and condition (column 2 to 4) has been calculated and is shown in the fifth column (filtering with a p-value limma < 0.001, except for the LDC conditions (p-value FDR < 0.05 due to the large number of probesets detected)). Relative enrichment analysis of these gene lists have been done, and the more frequent GO groups observed in experimental (columns 6 to 10), or 1*g*/environmental controls (columns 11 to 15) are included. Statistically meaningful p values are indicated in the table using italics and bold fonts to emphasize a greater level of enrichment in each particular GO group is observed. ^ indicates the presence of mechanical/rotational disturbances.

**Table 3:** DAVID gene ontology functional annotation enrichment analysis in magnetic simulators

**GBF**	**ΔT**	↓**O**_**2**_	**G level**	**Affected genes (limma raw(FDR))**	**Behaviour responses**		**Metamorphosis/morphogenesis/organogenesis**	**Stress responses**		**GO clusters observed also in control conditions**				
					**Reproductive/ mating/oviposition**	**Sensorial/ hormonal/ odorant prot.**		**Abiotic (heat, light & hypoxia)**	**Biotic (defense & immune sys.)**	**Insect cuticle proteins**	**Cytoesqueleton and cell adhesion**	**Proteolysis**	**Red-Ox states/energy**	**Hemo/ metals/ions binding**
Mag	No	Yes	0g* UP	61(0)			4.5×10^-2^				3.8×10^-2^			
			0g* Down	62(0)	**1.7**×**10**^**-19**^							*6.2×10*^*-4*^		
			1g* UP	17(0)										
			1g* Down	25(0)								3.4×10^-2^		
			2g* UP	420(30)	6.4×10^-2^	8.8×10^-3^	*2.1×10*^*-4*^	1.3×10^-2^	1×10^-2^	**5**×**10**^**-8**^	*6.7×10*^*-4*^			3.1×10^-3^
			2g* Down	328(42)	**6.1**×**10**^**-22**^	*1.2×10*^*-5*^			6.6×10^-2^			*4.4×10*^*-6*^	**2.9**×**10**^**-8**^	
	Yes	Yes	0g* UP	635(458)	*1.9×10*^*-4*^	*7.7×10*^*-5*^		1.9×10^-3^	2.7×10^-2^			*1.1×10*^*-5*^	**4.2**×**10**^**-12**^	*1.7×10*^*-6*^
			0g* Down	524(349)	2×10^-2^	2.3×10^-3^		3.4×10^-2^	1.5×10^-2^	**2**×**10**^**-25**^		2.9×10^-3^	**7.2**×**10**^**-11**^	*4.7×10*^*-5*^
			1g* UP	350(196)		2.9×10^-3^		1×10^-3^	1.4×10^-3^			1.1×10^-2^	**1.1**×**10**^**-11**^	**2.9**×**10**^**-8**^
			1g* Down	191(97)						**2.5**×**10**^**-18**^		2.7×10^-2^		
			2g* UP	208(7)					1.4×10^-2^				1.2×10^-6^	*8.6×10*^*-5*^
			2g* Down	157(2)						**2.3**×**10**^**-15**^		6.8×10^-2^		

The number of up- or down-regulated probesets in each GBF facility (first column) and condition (column 2 to 4) has been calculated and is shown in the fifth column (filtering with a p-value limma < 0.001). Relative enrichment analysis of these gene lists have been done, and the more frequent GO groups observed in experimental (columns 6 to 10), or 1*g*/environmental controls (columns 11 to 15) are included. Statistically meaningful p values are indicated in the table using italics and bold fonts to emphasize a greater level of enrichment in each particular GO group is observed. * indicates the presence of a high magnetic field.

## Results

### Simulated microgravity/hypergravity produce greater effects in the overall gene expression pattern during *Drosophila* metamorphosis when in combination with suboptimal environmental parameters

The gene expression profile was evaluated in *Drosophila* pupaes exposed to altered gravity during the whole metamorphosis stage. 

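The 90 arrays hold RNA from Oregon R pupae in 32 groups: 20 arrays in the RPM experiments, 30 in the magnet and 40 in the LDC. Each group has 2 to 4 arrays, and each array is a pool of pupae. Values are log2 intensities deposited after RMA by the authors. Array medians lie between 5.03 and 5.15 in the RPM, 4.99 and 5.11 in the magnet, and 6.37 and 6.53 in the LDC, so every comparison here stays within 1 facility. In the LDC, arrays marked # in Table 1 belong to a parallel second experiment (21 arrays, against 19 of the first). In both closed LDC environments every 12g and 6g array is from the second experiment, while every 1g and rotational control is from the first. In the open LDC environments the 12g arrays are from the first experiment, the 6g arrays from the second, and the 1g and rotational controls from both, with 1 array of the first and 2 of the second in each group. Medians given within the first experiment therefore rest on a single 1g array and are not tests. The 18769 probe sets left after removal of control probes were tested with limma, 1 fit per facility, and called at adjusted p under 0.05 within each comparison. For some of the results where a group coincides with an experiment, the value with a term for the second experiment in the fit is given as well. That term is estimated from the open 1g and rotational controls, the only groups with arrays of both experiments, and is carried over to the closed environments. Between the open environments the experiment difference correlates at 0.392. In closed environments a value with the term therefore does not separate gravity from the experiment. Gene lists (31 families, pathways and tissue markers) were tested with camera at a preset inter-gene correlation of 0.01, adjusted over 1116 tests. Of these, 358 pass adjusted p under 0.05 at the preset correlation and 0 pass with a correlation estimated from the data, where the smallest adjusted p is 0.11.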

Two hypergravity and two microgravity simulators were used and up to four environmental conditions applied (combinations with or without a three day-long cold step at 12°C before simulation (ΔT) and oxygen limitation (↓O_2_) environments). The number of probesets that show a statistically meaningful (using raw or FDR corrected limma p-values) signal log2 expression ratio in each condition is shown in Tables 2 and 3 (see Additional file 1 for affected genes lists).

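A probe set of Galphaq, the G protein subunit of the fly phototransduction cascade, rose at 0g* in cold step with hypoxia (log2 fold change 2.53, standard error 0.34, adjusted p = 0.00031, 3 arrays against 3). CG34227 also rose there (3.16, standard error 0.67, adjusted p = 0.0261), and it rose at 12g in the LDC without constraint (3.55, standard error 0.72, adjusted p = 0.0432, 2 arrays against 3). With a term for the second experiment its value at 12g is 2.30 (adjusted p = 0.0892). Galphaq is measured by 2 other probe sets, and 0 of them lie in the same direction at 0g*. The number of arrays limits what can be called. Of simulated genes shifted by log2 1, limma recovers 73.1 percent in the 0g* comparison of cold step with hypoxia, 80.6 percent at 12g in hypoxia and 67.2 percent at 12g in cold step with hypoxia.

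**Figure D1:**
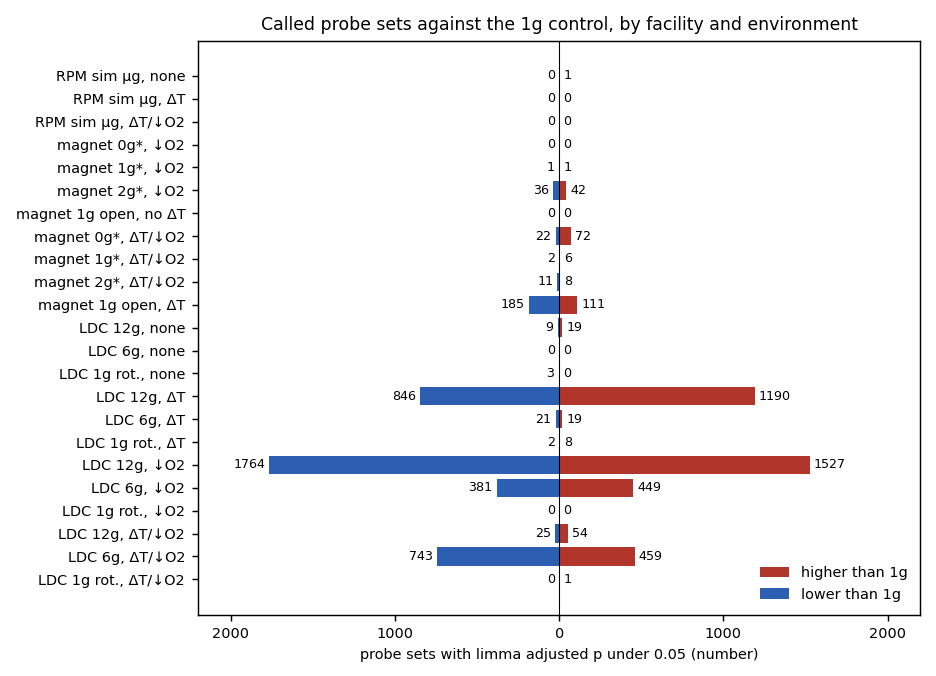
Probe sets called higher and lower than the 1g controls (limma, adjusted p under 0.05) in each of 23 comparisons with 2 to 4 arrays per group.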

The analysis of the results from the RPM microgravity simulator (Table 2) shows a very low number of genetic alterations when using the limma p-value algorithm (this number becomes zero if we apply the stringent FDR correction). This indicates that this simulator has very little effect, even in the case of the most severely constrained environment (ΔT/↓O_2_). 

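CG18622 rose on the RPM in open containers at constant temperature (7.62 ± 0.13 against 6.75 ± 0.17, mean and SD of 3 arrays each; log2 fold change 0.87, standard error 0.12, adjusted p = 0.0329). It is the only probe set limma calls there (1 higher, 0 lower), and 2600 have an unadjusted p under 0.05. Genes of the mitochondrial respiratory chain lie higher as a list (68 genes, median log2 fold change 0.32, 36 higher when adjusted over the list alone, camera adjusted p = 1.27e-10, adjusted p = 0.731 with an estimated correlation). Flight muscle genes (21 genes, median 0.22, 1 higher over the list alone, camera adjusted p = 0.00249, adjusted p = 0.84 with an estimated correlation) and midgut enzymes (34 genes, median 0.26, 4 higher over the list alone, camera adjusted p = 5.17e-05, adjusted p = 0.677 with an estimated correlation) lie higher with them. Of the respiratory chain genes COX7C, a subunit of cytochrome c oxidase, lies at 0.61 (standard error 0.13, adjusted p = 0.108). Bomanins and related immune induced molecules, short peptides secreted after infection, lie higher too (9 genes, median 1.18, 5 higher over the list alone, camera adjusted p = 2.08e-06, adjusted p = 0.48 with an estimated correlation), with BomS6 at 1.94 (standard error 0.40) and BomBc3 at 1.21 (standard error 0.21). With the cold step 0 probe sets are called on the RPM and 284 have an unadjusted p under 0.05; the smallest p values belong to genes such as Nepl13 (1.46) and CG9497 (0.70), adjusted p = 0.998. On the RPM in cold step with hypoxia ppk, a channel subunit of sensory neurons, lies at 0.42 (standard error 0.084) and CG13531 at -0.51 (standard error 0.097), adjusted p = 0.312 in 4 arrays against 4. There 0 probe sets are called by limma and 1807 have an unadjusted p under 0.05. Testis genes lie higher in that environment (25 genes, 0 past the limit over the list alone, median 0.33, camera adjusted p = 1.42e-09, adjusted p = 0.677 with an estimated correlation), but lower with the cold step (median -0.29, camera adjusted p = 1.87e-07, adjusted p = 0.738 with an estimated correlation) and without constraint (median -0.30, camera adjusted p = 0.00649, adjusted p = 0.905 with an estimated correlation). From its own counts the paper concludes that the RPM has very little effect. The response to simulated microgravity differs between cold step with hypoxia and no constraint at 0 probe sets (2486 at unadjusted p under 0.05). Without constraint, leaving out 80A, 80B, 80C or 81A leaves 0 calls and leaving out 81C gives 347; in cold step with hypoxia leaving out 70E or 70G gives 1, and for the difference between environments leaving out 81C gives 62 and 70G gives 1.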

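Obp19d, an odorant binding protein, rose at 0g* in cold step with hypoxia (log2 fold change 1.93, standard error 0.33, adjusted p = 0.00318, 3 arrays against 3 closed 1g controls). The P450 gene Cyp6g1, known for insecticide resistance, rose (1.02, standard error 0.19, adjusted p = 0.00788), while Cyp313a4 fell (-1.04, standard error 0.20, adjusted p = 0.0139). Jhbp13, a juvenile hormone binding protein, rose by 2.57 (standard error 0.34) and the digestive maltase gene Mal-A1 by 1.50 (standard error 0.33, adjusted p = 0.032), whereas CG13031 fell (-1.70, standard error 0.28, adjusted p = 0.00309). As lists, midgut enzymes (34 genes, median 0.17, 6 higher and 1 lower over the list alone, camera adjusted p = 0.000272, adjusted p = 0.66 with an estimated correlation) and odorant binding proteins (48 genes, median 0.14, 5 higher and 1 lower over the list alone, camera adjusted p = 0.000474, adjusted p = 0.505 with an estimated correlation) lie higher there. Without the cold step, Obp99b lies at 11.7 ± 0.29 at 0g* and 12.71 ± 0.26 at 1g (-1.02, standard error 0.23, adjusted p = 0.998). Limma calls 72 probe sets higher and 22 lower at 0g* in cold step with hypoxia, against 0 in hypoxia alone, where 709 have an unadjusted p under 0.05. The response to 0g* differs between these environments at 0 probe sets, and 816 have an unadjusted p under 0.05 for that difference. Leaving out 50A, 50B, 5cA or 5cB gives 61, 36, 20 or 38 calls in cold step with hypoxia and 5cC gives 175; for the difference between environments 5cA gives 1 and 5cC gives 14. The number of arrays limits the precision of these counts.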

In the case of magnetic levitation (Table 3), (0g* position in the magnet) we observe less than a hundred variations, except in the ΔT/↓O_2_ environment, in which the number of probesets with altered expression increases to 635/524 up/down-regulated genes. The hypergravity position (2g*) in the magnet causes a larger number of variations than the internal magnet control sample (1g*, exposed to magnetic field but not to altered gravity). 

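Genes of the male accessory gland, whose products are transferred to the female with sperm, are lower at 2g* in hypoxia. Acp36DE, needed for sperm storage, fell from 7.89 ± 0.49 in closed 1g controls to 4.54 ± 0.89 (log2 fold change -3.35, standard error 0.55, adjusted p = 0.00399, 3 arrays each), and Acp62F fell as well (-2.68, standard error 0.42, adjusted p = 0.00244). Of 14 Acp genes 5 fell, and 13 when adjusted over the list alone (median -1.74, camera adjusted p = 4.16e-21, adjusted p = 0.314 with an estimated correlation). The cuticle genes Twdlbeta (2.72, standard error 0.59, adjusted p = 0.0373) and Cpr64Ab (1.94, standard error 0.36, adjusted p = 0.0128) rose at 2g*. At 1g* in hypoxia SP, the sex peptide that changes female behaviour after mating, rose (1.31, standard error 0.22, adjusted p = 0.0323) and CG14570 fell (-1.44, standard error 0.24). Other seminal fluid genes lie higher at 1g* (19 genes, median 0.47, 8 higher over the list alone, camera adjusted p = 7.68e-18, adjusted p = 0.285 with an estimated correlation). Tested directly, SP is lower at 2g* than at 1g* (-2.31, standard error 0.22, adjusted p = 2.67e-06), as is Dup99B (-2.37, standard error 0.34), and 12 of 14 Acp genes pass (median -2.60, 13 lower over the list alone, camera adjusted p = 3.14e-23, adjusted p = 0.285 with an estimated correlation). By the methods of the paper these positions differ in gravity and in field strength, 11.5 tesla at 2g* and 16.5 tesla at 1g*, which the contrast does not separate. In hypoxia limma calls 42 probe sets higher and 36 lower at 2g*, 1 higher and 1 lower at 1g*, and 305 higher and 326 lower between the positions. Between 0g* and 1g* in hypoxia 0 are higher and 4 lower. Leaving out 62A, 62B, 6cB or 6cC lowers the 2g* count to 30, 24, 14 or 22 and 62C raises it to 131. At 1g* the count becomes 0 without 6cA or 6cB and 5, 4 or 8 without 61A, 61B or 61C. For 2g* against 1g* it becomes 286, 326 or 241 without 61A, 62A or 62B, and for 0g* against 1g* 1 without 60B, 60C or 61B, 14 without 61A and 8 without 61C.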

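Sirup, an assembly factor of mitochondrial complex II, rose at 1g* (log2 fold change 1.23, standard error 0.17, adjusted p = 0.00207) and at 2g* (1.34, standard error 0.17, adjusted p = 0.000461) in cold step with hypoxia, with 3 arrays per group. CBP, a sarcoplasmic calcium-binding protein, rose at both positions (1.25 and 1.28, standard error 0.23), and so did CG34330 (1.86 and 1.70). ImpL2, a secreted antagonist of insulin signalling, rose at 2g* only among the called genes (0.90, standard error 0.17, adjusted p = 0.0338), and Cyt-b5-r fell (-1.20, standard error 0.24, adjusted p = 0.0456). No probe set separates 2g* from 1g* in this environment (0 called by limma, 364 at unadjusted p under 0.05). Between 0g* and 1g*, positions that differ in gravity and in field strength by the methods of the paper, 232 are higher and 236 lower. Acp53C14a (3.19, standard error 0.52, adjusted p = 0.000596) and Acp53Ea (3.15, standard error 0.55) are higher at 0g* than at 1g* (14 Acp genes, median 0.67, 5 higher over the list alone, camera adjusted p = 1.51e-07, adjusted p = 0.639 with an estimated correlation). Hypoxia response genes are lower at 0g* than at 1g* (9 genes, median -0.37, 3 lower over the list alone, camera adjusted p = 0.000321, adjusted p = 0.539 with an estimated correlation), among them Hph, the prolyl hydroxylase that senses oxygen (-1.18, standard error 0.23, adjusted p = 0.00412), and the tracheal receptor btl (-0.76, standard error 0.14). Limma calls 6 probe sets higher and 2 lower at 1g*, with 7 and 0 after quantile normalization and 6 and 1 after median centring, and 8 higher and 11 lower at 2g*, with 8 and 6 after quantile normalization. The paper states that field effects are plain in this environment, and the response at 1g* differs between cold step with hypoxia and hypoxia alone at 3 probe sets (655 at unadjusted p under 0.05), at 2g* at 0 (699 at unadjusted p under 0.05). The 1g* count is 2, 3, 5 or 4 without 51A, 51B, 51C or 5cC, and the 2g* count 2, 3, 7 or 2 without 52B, 52C, 5cB or 5cC and 35 without 5cA. For 0g* against 1g* it is 301, 290, 290, 218 or 269 without 50A, 50B, 51A, 51B or 51C. The difference between environments at 1g* drops to 0 or 1 without 61C, 6cA, 6cC, 51A, 51B, 51C, 5cB or 5cC, and at 2g* it becomes 1 without 6cA and 3 without 5cA.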

Effects of the magnetic field (i.e. other effects of the strong magnetic field, in addition to the levitation force) are obvious in the double-constrained environment (ΔT/↓O_2_), especially if we apply the FDR correction algorithm.

The LDC experiments (Table 2) show the clearest increase in the number of affected genes in relation to the introduction of suboptimal environmental conditions. Under optimal environmental conditions we find almost no effects. 

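Cyp6g1 rose at 12g without constraint (log2 fold change 1.51, standard error 0.25, adjusted p = 0.0095, 2 arrays against 3 in limma). Adgf-D, an adenosine deaminase growth factor, rose (1.80, standard error 0.32, adjusted p = 0.0156), as did the serpin gene Spn43Ab (1.55, standard error 0.26, adjusted p = 0.0102). CG13048 fell (-2.61, standard error 0.46, adjusted p = 0.014) and CG7330 fell (-1.58, standard error 0.21, adjusted p = 0.00105). With a term for the second experiment CG7330 still passes (-1.47, adjusted p = 0.0042), while Cyp6g1 lies at 1.27 (adjusted p = 0.0585), Adgf-D at 1.31 (adjusted p = 0.0658), Spn43Ab at 1.19 (adjusted p = 0.0585) and CG13048 at -2.34 (adjusted p = 0.0658). A fit with arrays of the same replicate letter as a block rests at 12g on 1 array, Q4A, since no other array without constraint has the letter of Q4B. It is not read as a test of these genes. The cytochrome P450 list lies higher (83 genes, median 0.31, 14 higher over the list alone, camera adjusted p = 2.44e-07, adjusted p = 0.451 with an estimated correlation), with a median of 0.26 when the term is added and 0.22 within the first experiment. This list was taken by the symbol Cyp and also holds Cyp1 and Cyp40, which are cyclophilins and not P450 genes. At 6g, odorant receptors lie lower (57 genes, 0 past the limit over the list alone, median -0.16, camera adjusted p = 5.05e-10, adjusted p = 0.675 with an estimated correlation), at -0.095 with the term and -0.12 within the second experiment. The SD of log2 values over an array is 2.18 and 2.18 at 6g there and 2.03, 2.16 and 2.08 at 1g. This difference in spread was not separated from the receptor shift. The growth regulator ex (0.98, standard error 0.24) and dpr16 (0.87, standard error 0.19) have some of the smallest p values at 6g (adjusted p = 0.636, and 0.214 and 0.61 with the term). Limma calls 19 probe sets higher and 9 lower at 12g, and 0 at 6g with 1409 at unadjusted p under 0.05. With the term for the second experiment 3 are higher and 3 lower at 12g and 0 pass at 6g (816 at unadjusted p under 0.05). Within the second experiment alone 0 probe sets separate 6g from 1g, and 916 have an unadjusted p under 0.05. The 12g count runs from 0 without Q4B, 1 without Q1H and 11 without Q1I to 327 without Q4A and 682 without Q1A, and the 6g count is 3 without Q3H and 4 without Q1H.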

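Accessory gland genes fell at 12g after the cold step (3 arrays against 3). Acp36DE fell from 10.1 ± 0.26 at 1g to 5.59 ± 0.65 (log2 fold change -4.55, standard error 0.78, adjusted p = 0.000977), and the ejaculatory bulb gene Ebp fell from 10.8 ± 0.71 to 4.51 ± 0.27 (-6.33, standard error 0.76, adjusted p = 4.08e-05). Of 14 Acp genes 12 fell, and 13 over the list alone (median -3.71, camera adjusted p = 5.22e-11, adjusted p = 0.505 with an estimated correlation), with a median of -3.69 with a term for the second experiment and -2.94 within the first. The cuticle genes Ccp84Ae (3.29, standard error 0.59, adjusted p = 0.00141), Cpr30F (3.27, standard error 0.69, adjusted p = 0.00475) and Cpr73D (2.33, standard error 0.28) rose in the same pupae. The globin gene glob1 (-1.08, standard error 0.23, adjusted p = 0.00506) and scyl, a hypoxia-induced inhibitor of growth (-0.82, standard error 0.18, adjusted p = 0.00716), fell. With the term all of these pass (Acp36DE -4.89, Ebp -5.50, Ccp84Ae 2.63, Cpr30F 3.62, Cpr73D 2.31, glob1 -1.16, scyl -0.76). At 6g, CG43050 rose (1.73, standard error 0.30, adjusted p = 0.0138) and aqz fell (-2.53, standard error 0.42, adjusted p = 0.00864, 2 arrays against 3). A probe set of the histone methyltransferase gene gpp fell at 6g (-2.87, standard error 0.58, adjusted p = 0.0334), and 1 of its 3 other probe sets lies in the same direction. Within the second experiment these 6g values are 1.98 for CG43050, -2.74 for aqz and -3.27 for gpp (adjusted p = 0.00319, 0.000823 and 0.00319). Limma calls 1190 probe sets higher and 846 lower at 12g, 1655 and 656 after quantile normalization, and 2204 and 777 after median centring. At 6g it calls 19 higher and 21 lower, 11 and 75 after quantile normalization, and 16 and 63 after median centring. With the term for the second experiment the counts are 821 higher and 601 lower at 12g, 833 of them among the 2036 called without it, and 66 higher and 85 lower at 6g. Within the second experiment 381 probe sets separate 6g from 1g, and 2351 separate the rotational control from 1g. The 381 can therefore not be read as a response to gravity alone. Leaving out R4A, R4B or R1I gives 612, 625 or 470 at 12g, and leaving out R3H, R3I, R1H, R1I or R1A gives 1, 13, 12, 26 or 64 at 6g.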

Some effects, similar to the ones observed in the magnet, appear under ΔT conditions, but using FDR correction, the differences only appear in the 12*g* condition. Under a hypoxia environment, (both ↓O_2_ and ΔT/↓O_2_) thousands of genes are observed to be affected, even when applying the stringent FDR correction.

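At 12g in hypoxia the accessory gland genes rose: Acp36DE lies at 9.32 ± 0.84 against 5.68 ± 0.82 at 1g (log2 fold change 3.64, standard error 0.78, adjusted p = 0.00291, 3 arrays each). Of 14 Acp genes 9 rose, and 12 over the list alone (median 2.34, camera adjusted p = 8.33e-06, adjusted p = 0.695 with an estimated correlation), with a median of 2.49 with a term for the second experiment. Osi20 (-4.20, standard error 0.77, adjusted p = 0.000843), of the Osiris family expressed during cuticle formation, fell there, and Miox rose (3.42, standard error 0.62, adjusted p = 0.000789). The FGF gene bnl, a driver of tracheal branching under low oxygen, rose (1.61, standard error 0.31, adjusted p = 0.0012). With the term Acp36DE (4.15, adjusted p = 0.00736), Osi20 (-5.18) and Miox (3.75) pass and bnl does not (0.76, adjusted p = 0.0937). The term is estimated from open containers, so values with it do not separate gravity from the experiment in closed ones. At 6g in hypoxia Osi19 rose (3.77, standard error 0.94, adjusted p = 0.0203) and Obp57c fell (-3.94, standard error 1.03, adjusted p = 0.0272, 2 arrays against 3), and with the term neither passes (adjusted p = 0.375 and 0.362). In cold step with hypoxia Acp36DE lies at 10.7 ± 0.90 at 6g and 4.39 ± 0.16 at 1g (6.30, standard error 0.96, adjusted p = 0.000317, 2 arrays each), and 13 of 14 Acp genes rose, 13 over the list alone (median 4.81, camera adjusted p = 7.8e-16, adjusted p = 0.451 with an estimated correlation), at 4.56 with the term (Acp36DE 6.81, adjusted p = 0.00293). At 12g in that environment neo (3.14, standard error 0.57, adjusted p = 0.0089) and tyn (3.03, standard error 0.62, adjusted p = 0.0236), ZP-domain genes of the apical matrix, rose, and Hph fell (-1.41, standard error 0.23, adjusted p = 0.00351), and all pass with the term (2.98, 3.22 and -1.65). In hypoxia limma calls 1527 probe sets higher and 1764 lower at 12g (1589 and 1197 after median centring), and 449 higher and 381 lower at 6g. In cold step with hypoxia it calls 54 higher and 25 lower at 12g (101 and 80 after quantile normalization), and 459 higher and 743 lower at 6g. With the term the totals are 1619 and 136 in hypoxia and 116 and 461 in cold step with hypoxia, for 12g and 6g in turn. In another fit every LDC group was split by experiment. Against the open 1g controls of the second experiment, 12g in hypoxia differs there at 3384 probe sets and 6g at 0 (884 at unadjusted p under 0.05). In cold step with hypoxia 12g differs at 3149 and 6g at 148. Against the closed 1g controls of the first experiment that fit gives 5897 and 2809 in hypoxia and 1259 and 3271 in cold step with hypoxia, for 12g and 6g in turn. The count at 12g in hypoxia is 1588, 1932, 1209 or 1675 without Q9A, Q9B, Q6A or Q6B, and at 6g 161, 157, 493 or 273 without Q8H, Q8I, Q6A or Q6B. When the cold step precedes hypoxia it is 22, 15, 9 or 11 at 12g without R9E, R9F, R6A or R6B, and 122, 431 or 233 at 6g without R8H, R6A or R6B.

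**Figure D2:**
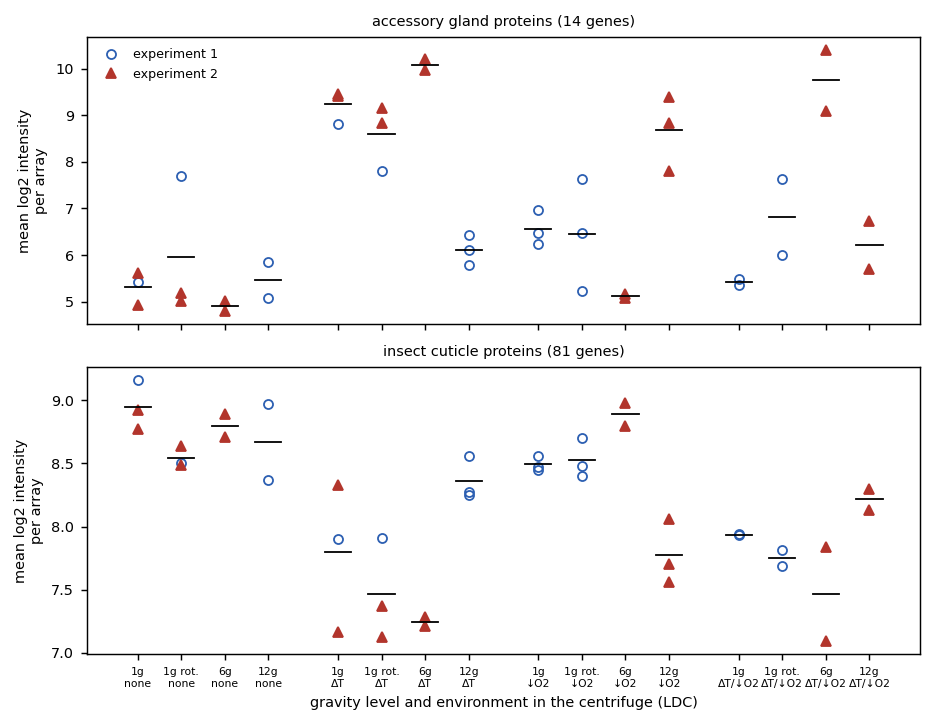
Mean log2 value of 14 Acp genes and 81 cuticle genes on each LDC array, by gravity and environment; circles are arrays of experiment 1, triangles of experiment 2, bars the group means.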

### GO groups affected are similar in all experiments

Considering these differences in the number of affected genes in each environmental/facility condition, we decided to analyze what kind of genes are affected by means of DAVID gene ontology enrichment tool [21-23]. Tables 2 and 3 summarize the more frequent GO groups affected, discriminating the ones affected in altered gravity conditions from the ones affected in all samples (both experiments and controls (rotational, magnetic or temperature controls)). 

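Gclc, the rate-limiting enzyme of glutathione synthesis, rose at 12g in hypoxia (log2 fold change 1.16, standard error 0.17, adjusted p = 0.00013, 3 arrays each), while the glutathione transferase gene GstE13 fell (-0.60, standard error 0.12, adjusted p = 0.0021), and both pass with a term for the second experiment (1.15 and -0.85). Over 45 glutathione and redox genes 2 are higher and 11 lower over the list alone (median -0.17, camera adjusted p = 0.0786, adjusted p = 0.817 with an estimated correlation), at -0.04 with the term. Hypoxia response genes lie lower at 12g after the cold step (9 genes, 2 fell, median -0.47, camera adjusted p = 0.038, adjusted p = 0.731 with an estimated correlation) and higher at 12g in hypoxia (4 higher over the list alone, median 0.47, camera adjusted p = 0.0365, adjusted p = 0.731 with an estimated correlation), where scyl rose (0.64, standard error 0.18, adjusted p = 0.0195). With the term these medians shrink to -0.087 and 0.13, scyl in hypoxia does not pass (adjusted p = 0.155), and the cold step median is -0.24 within the first experiment. Respiratory chain genes lie higher at 6g in cold step with hypoxia (68 genes, median 0.29, 4 higher over the list alone, camera adjusted p = 1.41e-06, adjusted p = 0.741 with an estimated correlation), with COX7B at 0.60 (standard error 0.12, adjusted p = 0.00287, 2 arrays each). At 12g in the same environment that list lies lower (median -0.22, 0 past the limit over the list alone, camera adjusted p = 1.26e-06, adjusted p = 0.741 with an estimated correlation), and with the term the medians are 0.19 at 6g, where COX7B passes (adjusted p = 0.031), and -0.35 at 12g. Glycolysis genes lie higher at 6g in cold step with hypoxia (10 genes, median 0.23, 3 higher over the list alone, camera adjusted p = 0.0365, adjusted p = 0.819 with an estimated correlation), with the hexokinase gene Hex-C at 1.89 (standard error 0.59, adjusted p = 0.0537), but with the term their median is below 0 (-0.20). Cytosolic ribosomal protein genes lie lower at 12g in hypoxia (34 genes, 12 fell, 15 over the list alone, median -0.23, camera adjusted p = 6.03e-05, adjusted p = 0.81 with an estimated correlation), RpS7 at -0.36 (standard error 0.087, adjusted p = 0.00616); with the term the median is -0.062, the list no longer passes, and neither does RpS7 (adjusted p = 0.0724).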

In the case of the generally affected clusters, we observed several GO groups related to mechanical and/or energetic stress. Some of them, for instance insect cuticle proteins, are more frequent in down regulated genes. On the other hand, three groups of genes are affected specifically in altered gravity conditions: behavior-related genes (specially related with sexual behavior), external stress responses (both abiotic and biotic responses to external agents) and metamorphosis or organogenesis genes. 

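Among cuticle protein genes, which build the chitin-bound exoskeleton of the emerging adult, Cpr64Ab fell at 12g in hypoxia by -3.66 (standard error 0.63, adjusted p = 0.000502) and Cpr30B by -3.82 (standard error 1.08, adjusted p = 0.0176), in 3 arrays against 3, and both pass with a term for the second experiment (-3.93 and -4.46). Of 81 cuticle genes 30 fell and 1 rose there, and 37 and 2 over the list alone (median log2 fold change -0.52, camera adjusted p = 1.17e-08, adjusted p = 0.505 with an estimated correlation), with a median of -0.18 with the term. After the cold step at 12g 24 rose and 1 fell, and 28 and 2 over the list alone (median 0.39, camera adjusted p = 4.47e-09, adjusted p = 0.505 with an estimated correlation), at 0.19 with the term and 0.33 within the first experiment; Cpr47Ef rose by 1.54 (standard error 0.22), and by 1.73 with the term. At 6g the list lies lower after the cold step (0 past the limit over the list alone, median -0.28, camera adjusted p = 2.18e-06, adjusted p = 0.66 with an estimated correlation), at -0.19 with the term and -0.17 within the second experiment. In cold step with hypoxia at 6g Cpr49Ag fell (-2.54, standard error 0.53, adjusted p = 0.00411) and Cpr67Fb rose (1.93, standard error 0.50, adjusted p = 0.02, and 2.22 with the term); the list lies lower (median -0.36, 2 higher and 3 lower over all probe sets, camera adjusted p = 0.00691, adjusted p = 0.817 with an estimated correlation) and with the term the list does not pass (-0.05), nor does Cpr49Ag (-1.61, adjusted p = 0.0991). In the rotational control without constraint the list lies lower too (0 past the limit, median -0.25, camera adjusted p = 1.63e-09, adjusted p = 0.505 with an estimated correlation), at -0.27 within the second experiment. In the magnet at 0g* in cold step with hypoxia 12 of 81 are lower and 1 higher over the list alone (median -0.24, camera adjusted p = 0.00148, adjusted p = 0.571 with an estimated correlation), with Cpr97Ea at -0.82 (standard error 0.17, adjusted p = 0.0187) and Cpr65Au at 0.88 (standard error 0.20, adjusted p = 0.0417). At 1g* and 2g* in that environment the median is above 0 (0.017 and 0.04) and the mean below 0 (-0.048 and -0.052), camera adjusted p = 0.898 and 0.776.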

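Odorant and gustatory receptors, membrane proteins of olfactory and taste neurons, lie higher at 12g after the cold step. Or85d rose (log2 fold change 0.43, standard error 0.098, adjusted p = 0.00787) and so did Gr68a, a receptor used in male courtship (0.35, standard error 0.10, adjusted p = 0.0308), in 3 arrays against 3. Of 57 Or genes 16 are higher over the list alone (median 0.22, camera adjusted p = 2.58e-09, adjusted p = 0.675 with an estimated correlation) and of 56 Gr genes 17 (median 0.25, camera adjusted p = 1.32e-09, adjusted p = 0.639 with an estimated correlation). With a term for the second experiment the medians are 0.11 and 0.12, and within the first experiment 0.18 and 0.21, with Or85d past the limit (adjusted p = 0.0275 with the term) and Gr68a not (adjusted p = 0.12). The SD of log2 values over an array is 1.93, 1.93 and 2.04 at 12g there and 2.06, 2.12 and 2.12 at 1g. That difference in spread was not separated from these small receptor shifts. Obp19d fell at 6g in hypoxia by -3.32 (standard error 0.43, adjusted p = 2.97e-05, 2 arrays against 3); over the odorant binding protein list alone 1 is higher and 11 lower of 48 (median -0.24, camera adjusted p = 5.29e-06, adjusted p = 0.505 with an estimated correlation), at -0.088 with the term, where Obp19d passes (-2.32, adjusted p = 0.0027). Among stress genes, the chaperone genes Hsp110 (-0.77, standard error 0.16, adjusted p = 0.0046), Hsc70-4 (-0.38, standard error 0.11) and Hsp68 (-2.78, standard error 0.85, adjusted p = 0.047) fell at 6g in cold step with hypoxia, 4 of 14 over the list alone (median -0.11, camera adjusted p = 0.328), but with the term none of the 3 passes (adjusted p = 0.0813, 0.139 and 0.343). Immune induced molecules fell at 12g after the cold step, 8 of 9 over the list alone (median -2.40, camera adjusted p = 2.64e-05, adjusted p = 0.675 with an estimated correlation), BomS4 by -2.25 (standard error 0.51, adjusted p = 0.00726), at a median of -2.24 with the term and -2.96 within the first experiment. Turandot genes lie lower at 6g without constraint (5 genes, 0 past the limit over the list alone, median -0.90, camera adjusted p = 0.00491, adjusted p = 0.675 with an estimated correlation), with TotF at -0.90 (standard error 0.39), at a median of -0.53 with the term and -0.24 within the second experiment. For metamorphosis, the ecdysone response genes Hr3 (1.63, standard error 0.30, adjusted p = 0.00199) and Hr39 (1.49, standard error 0.34, adjusted p = 0.0106) rose at 6g in hypoxia, where 2 of 11 early genes pass over the list alone (median 0.59, camera adjusted p = 0.0365, adjusted p = 0.75 with an estimated correlation), while with the term neither gene passes (adjusted p = 0.114 and 0.407) and the median is 0.11. The 71E ecdysone-induced genes lie lower at 6g without constraint (9 genes, 0 past the limit over the list alone, median -0.99, camera adjusted p = 6.02e-07, adjusted p = 0.563 with an estimated correlation), at -0.75 with the term and -0.09 within the second experiment. Eclosion hormone genes lie higher at 6g after the cold step (7 genes, 2 over the list alone, median 0.33, camera adjusted p = 0.0378, adjusted p = 0.617 with an estimated correlation), with Eh at 1.65 (standard error 0.42, adjusted p = 0.09), at a median of 0.32 with the term and 0.25 within the second experiment. Of 20 tanning and pigmentation genes, yellow-e rose (0.92, standard error 0.17, adjusted p = 0.00183) at 12g after the cold step (4 higher and 2 lower over the list alone, median 0.16, camera adjusted p = 0.0803), at 0.23 with the term.

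**Figure D3:**
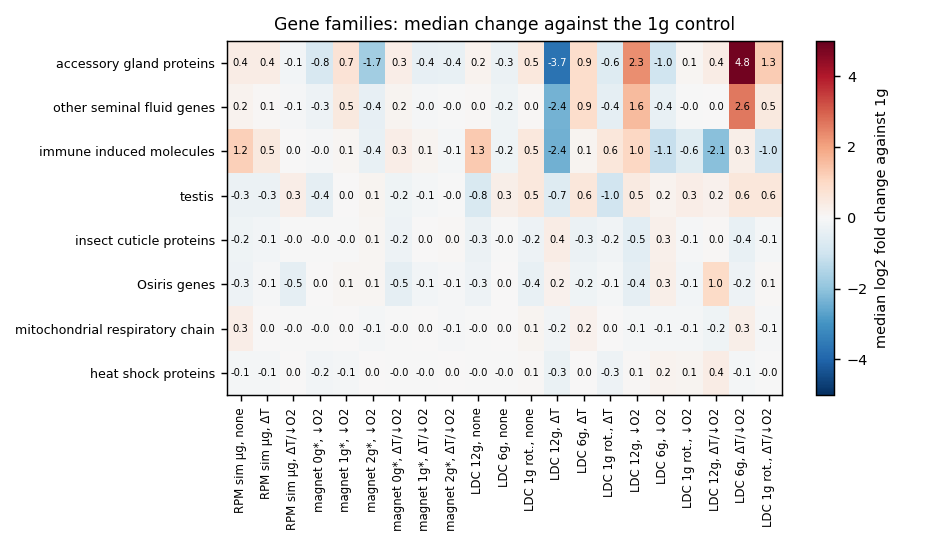
Median log2 fold change of 8 gene families against the 1g controls over 21 comparisons, in groups of 2 to 4 arrays. The median of some families changes sign when the arrays are scaled again.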

An example of the genes included in some of these GO clusters has been presented as Figures S1 to S7 (see Additional file 2).

### A genome scale response to altered gravity is more easily detectable under suboptimal environmental conditions

In order to obtain a global vision of the transcriptome response to the different treatments, we analyzed the microarray data using the “Gene Expression Dynamics Inspector” (GEDI) program [24]. GEDI is a “Self Organizing Map” (SOM) based software that allows the visualization of gene expression patterns in mosaics of *n* x *m* tiles. Each tile corresponds to a cluster of genes that behaves similarly across conditions (centroid). Different colors reflect the expression intensity of a centroid in each condition (in our case the average log2 ratio of intensities compared to 1*g* controls). Additionally, GEDI places similar centroids close to each other in the mosaic, creating an image of the transcriptome and allowing its analysis as an entity by simple visualization and through different conditions. 

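Spn38F, a serpin gene of the male reproductive tract, carries large values in several panels of such a map: its log2 fold change is -4.77 at 12g after the cold step and 3.67 (standard error 0.68, adjusted p = 0.000951) at 12g in hypoxia, in 3 arrays each, with adjusted p = 0.000522 and 0.00762 at the same fold changes when a term for the second experiment is added. CG14147 rose by 4.10 at 6g in hypoxia, and CG14568 fell there (-3.92, standard error 0.32, adjusted p = 3.38e-08, 2 arrays against 3), and with the term CG14568 passes (-3.50) and CG14147 does not (adjusted p = 0.116). Over the 23 comparisons, 10007 of the 18769 probe sets lie beyond a log2 fold change of 0.5 in at least 1, the limit given in the methods of the paper. With the limit of unadjusted p under 0.05 given in its results the number is 16603, and 13000 would be reached by chance if the comparisons were independent. Limma calls 5703 probe sets at adjusted p under 0.05 in at least 1 comparison.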

We found that 11594 probe-sets, the ones with significant (raw limma p-value <0,05) expression change in at least one of the comparisons (see Additional file 3 for gene expression values), were clustered by GEDI analysis and were placed in 20 × 15 mosaics with an average of 39 genes per centroid (Figure 1, see Additional file 4 for GEDI analysis file).

**Figure 1:**
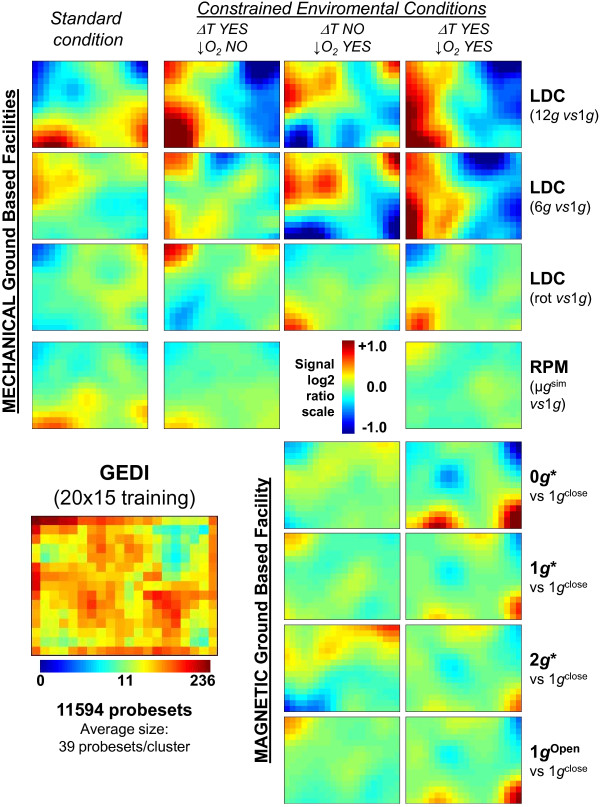
**GEDI 15 × 13 clustering analysis based on the six altered gravity experiments.** Colors in the main panels indicate the average log2ratios level of each cluster in this condition compared to 1*g* controls, following the vertical scale. The lower-left panel indicates cluster density (number of probesets per cluster) following the horizontal scale at the bottom. Comparison experiments in standard cultivation conditions in the lab are shown in the first column (constant temperature and open atmosphere, RPM/LDC). RPM/LDC transcriptome status under different environmental conditions have been shown in the second (ΔT *i.e.*, cold step and open atmosphere), the third (optimal temperature but ↓O_2_, *i.e.* closed container nearly induced hypoxia) and the fourth column (double constrained experiment, ΔT and ↓O_2_). In the case of the magnet facilities, the experiments were performed in closed containers (↓O_2_). Each row represents an altered gravity level or an internal control (12*g*, 6*g*, rotational control, μ*g*^*sim*^ (RPM), 0g*, 1g*, 2g*, 1*g*^*Open*^ container control). * effective gravity is that of pure water (pupae were not levitating in free space, but attached to filter paper).

The transcriptome shows variable responses to altered gravity depending on the gravity level and the environmental constraints. Paying attention to the log2 expression change ratio scale in the bottom-left corner of Figure 1 we notice that the changes in expression that we are able to discriminate is up to 1 fold for increased or decreased probesets. Consistently with the numbers of differentially expressed probesets in the previous section, the gene expression change is greater when we apply more constrained conditions, but the precise clusters of genes being affected are not the same in the same facility (each row in Figure 1). In contrast, when we compare the two centrifuge experiments (12*g* and 6*g*, first and second row in Figure 1) we observe that the same hypergravity signature is observed depending on the environmental condition.

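Accessory gland and ejaculatory bulb genes go opposite ways at 12g: Acp76A fell after the cold step (log2 fold change -4.15, standard error 0.52, adjusted p = 4.36e-05, and -4.05 with a term for the second experiment), and Ebp rose in hypoxia (3.66, and 2.41 at adjusted p = 0.0943 with the term), with 3 arrays per group. Across all probe sets the 12g fold changes of these environments correlate at r = -0.727, and of the probe sets called in both 808 go in opposite directions and 4 in the same. The 12g cold step arrays are of the first experiment with 1g controls of both, and the 12g hypoxia arrays of the second with controls of the first. A difference between experiments therefore enters these fold changes with opposite signs. They correlate with it at -0.233, with some arrays in common, and at 0.341. The correlations across environments given here are without the term. The 12g fold changes in hypoxia and in cold step with hypoxia correlate at 0.249, those after the cold step and in cold step with hypoxia at -0.00608, and those without constraint at 0.104 with cold step, -0.0637 with hypoxia and -0.515 with cold step with hypoxia. At 6g the correlation of cold step is 0.563 with cold step with hypoxia and -0.00981 with hypoxia, that of no constraint is 0.33 with cold step, 0.48 with hypoxia and 0.312 with cold step with hypoxia, and that of hypoxia with cold step with hypoxia is 0.156. In the magnet it lies at 0.234 for 0g*, 0.00815 for 1g* and 0.213 for 2g* between the temperature arms, and on the RPM at 0.456 between no constraint and cold step, -0.122 between no constraint and cold step with hypoxia and 0.0108 between both cold step environments. Root mean square log2 fold changes at 12g are 0.42 without constraint, 0.512 after the cold step, 0.525 in hypoxia and 0.424 in cold step with hypoxia, and at 6g 0.304, 0.397, 0.488 and 0.566. The response to 12g differs from that without constraint at 629 probe sets after the cold step (220 higher, 409 lower; 381 and 300 after quantile normalization), 2714 in hypoxia and 709 in cold step with hypoxia, by the limma interaction test. For 6g these counts are 0 (1106 at unadjusted p under 0.05), 33 (12 higher, 21 lower; 18 and 14 after median centring) and 163 (54 higher, 109 lower; 60 and 79 after median centring). With the term they are 1006, 340 and 72 at 12g and 0, 47 and 344 at 6g, and of the 340 and 72 only 76 and 18 are among those called without it. The 629 become 18 in a two-group fit. A fit with arrays of the same replicate letter as a block rests on 1 array of 12g in each of these environments, Q4A and R4A, and is not read as a test. For 12g the arrays whose removal moves these counts by more than 1.5 times are Q4B, Q1A, Q1H, Q1I, R4B, R1H and R1I after the cold step (30 to 993), Q4A, Q4B, Q1H, Q9A, Q9B, Q6A and Q6B in hypoxia (407 to 1707, and up to 4034 over all arrays) and Q4B, Q1A, Q1H, Q1I, R9E, R9F, R6A and R6B in cold step with hypoxia (11 to 2046). For 6g they are Q3H, Q3I, Q1H, R3H, R3I and R1A after the cold step (1 to 2), Q3H, Q3I, Q1A, Q1H, Q1I, Q8H, Q8I, Q6A, Q6B and Q6C in hypoxia (5 to 131) and Q3H, Q3I, Q1A, R8H, R8I, R6A and R6B in cold step with hypoxia (7 to 253).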

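EbpII, an ejaculatory bulb gene, fell at 12g after the cold step (log2 fold change -6.40, standard error 1.00, adjusted p = 0.000469) and rose at 6g in cold step with hypoxia (7.68, standard error 1.23, adjusted p = 0.000506), at -5.10 and 5.72 with a term for the second experiment. Mean log2 values of 14 Acp genes after the cold step are 6.10 (SD 0.32, 3 arrays) at 12g and 10.1 (SD 0.17, 2 arrays) at 6g, and in hypoxia 8.68 (SD 0.81, 3 arrays) and 5.12 (SD 0.071, 2 arrays). Directly compared, 12 of 14 Acp genes are higher at 12g than at 6g in hypoxia, 13 over the list alone (median 3.80, camera adjusted p = 9.42e-11, adjusted p = 0.505 with an estimated correlation). Osi15 fell at 12g (-4.83, standard error 0.97, adjusted p = 0.00169) and rose at 6g (3.80, standard error 1.08, adjusted p = 0.0431) in hypoxia, where with the term only the 12g value passes (-6.28, against 2.35 at adjusted p = 0.531). Fold changes of 12g and 6g, which share their 1g controls, correlate across probe sets at -0.413 without constraint, -0.387 after the cold step, 0.1 in hypoxia and 0.315 in cold step with hypoxia. Simulated unchanged groups against the same controls give 0.399, 0.449, 0.445 and 0.502, and with the term the measured values are -0.151, -0.379, -0.00731 and 0.257. The covariances of these fold changes are -0.0528, -0.0782, 0.0257 and 0.0756 in the same order (0.0281, 0.0282, 0.028 and 0.0423 simulated). The simulation holds no difference between experiments, which in the closed environments enters both fold changes with the same sign. In hypoxia 113 probe sets are called higher in both, 54 lower in both and 133 in opposite directions, and in cold step with hypoxia 5, 18 and 0. With the term these counts are 0, 16 and 24 in hypoxia and 1, 19 and 0 in cold step with hypoxia. Limma separates 12g from 6g at 2471 probe sets without constraint (1292 higher, 1179 lower; 2118 and 1071 after median centring) and at 8073 after the cold step (4405 higher, 3668 lower; 6680 and 2911 after median centring). In hypoxia it calls 1112 higher and 1231 lower and in cold step with hypoxia 773 and 675, where both gravity levels belong to the second experiment. With the term 1, 4764, 2896 and 2047 probe sets separate 12g from 6g in the 4 environments. The median over all probe sets of 12g against 6g lies at 0.13 without constraint and 0.075 after the cold step. A fit with arrays of the same replicate letter as a block rests there on 1 array of 12g per environment. Leaving out Q4A, Q4B, Q3H or Q3I gives 1309, 543, 12 or 57 without constraint and R4A, R3H or R3I 5276, 3879 or 3987 after the cold step. It gives 1464 or 1301 without Q8H or Q8I in hypoxia, and 635, 605 or 91 without R9E, R9F or R8H in cold step with hypoxia.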

Only LDC gene expression variations were clearly observed using this visual tool. 

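After the cold step apn rose (log2 fold change 2.16, standard error 0.26, adjusted p = 1.8e-05) and Osi18 rose (2.14, standard error 0.37, adjusted p = 0.00154) in open against closed 1g pupae of the magnet, 3 arrays each. The glutathione transferase gene GstE6 fell (-1.29, standard error 0.18, adjusted p = 0.000141) and the P450 gene Cyp4e3 fell (-2.20, standard error 0.38, adjusted p = 0.00156), as did the cuticle gene Ccp84Ae (-1.73, standard error 0.19, adjusted p = 5.2e-06). Without the cold step 0 probe sets separate open from closed controls (917 at unadjusted p under 0.05), and after it 111 are higher and 185 lower by limma. Root mean square log2 fold changes against 1g are 0.29, 0.176 and 0.191 on the RPM (without constraint, cold step, cold step with hypoxia). In the magnet, in hypoxia and in cold step with hypoxia, they are 0.207 and 0.258 at 0g*, 0.19 and 0.215 at 1g*, 0.246 and 0.19 at 2g*, and 0.217 and 0.257 in the open control. In the LDC rotational control they are 0.279, 0.34, 0.234 and 0.298 across the environments. The spread between replicates alone gives 0.195, 0.195 and 0.169 in these RPM comparisons, 0.209 in the magnet and between 0.237 and 0.29 in the LDC. Leaving out 5cC or 5oC lowers the open count after the cold step to 101 or 117, and without the cold step leaving out 6oB gives 3.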

The changes observed in the magnetic levitation/hypergravity positions or in the RPM are similar to the ones observed in the LDC rotational control, Magnet 1g* internal control or in the open (unconstrained amount of oxygen) magnet external control.

## Discussion

It has been widely observed that *Drosophila* imagoes suffer a marked enhancement in motility partly due to the disorientation of the flies when they are exposed to altered gravity conditions [13,25]. It has been also established that differences in age and gender of the imagoes can influence the degree of responsiveness to microgravity [17,26]. In addition, both real space conditions [27,28] and hypergravity [29,30] have a deep impact on the ageing process of the flies. In our study, due to the sessile nature of *Drosophila* pupae during metamorphosis, behavior alterations cannot be the reason for the observed changes in gene expression, and consequently the number of variations in the simulated microgravity samples is quite low in our samples. In contrast, the differential GO group enrichment (Table 2) points to the fact that some behavior and stress response (biotic and abiotic) genes change their expression when *Drosophila* experiences microgravity/hypergravity. This indicates that the behavior of the imagoes can be influenced by prior exposure to altered gravity exposure during their metamorphosis stage, distinct from behavioral changes brought about by exposure of the adult flies to altered gravity.

A possible explanation for these results relies on the ancestral evolutionary origin of the adaption of living organisms to our Earth gravity. Gravity has been a constant force during evolution. Most animals are able to sense the gravity vector in order to establish their spatial references or to find nutrients, but the genome does not have a particular collection of genes evolved to respond to an altered gravity environment. Thus, the transcriptome has to choose different responses depending on the different environmental parameters that could be present in a certain moment, and additionally it will use particular kinds of gene products, the ones coming from large gene families. All gene clusters included in Table 2 (and detailed in supplementary materials) include at least one large gene family. 

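Accessory gland genes reach mean log2 values of 9.23 (SD 0.36) in 1g pupae of the LDC after the cold step and 5.42 (SD 0.085) in cold step with hypoxia, in 3 and 2 arrays. Among antimicrobial peptide genes Drs, the antifungal drosomycin, fell with the cold step in the RPM 1g controls (log2 fold change -1.75, standard error 0.22, adjusted p = 0.000488) and AttD fell (-4.09, standard error 0.82, adjusted p = 0.0045), 3 arrays each. Over the list alone 1 of 19 such genes is higher and 10 lower (median -0.94, camera adjusted p = 0.000125, adjusted p = 0.505 with an estimated correlation). Ecdysone-induced proteins rose with the cold step in closed magnet controls, Eip78C by 1.47 (standard error 0.18, adjusted p = 1.87e-06), 3 of 3 over the list alone (median 1.01, camera adjusted p = 0.00469, adjusted p = 0.505 with an estimated correlation), while on the RPM 0 are higher and 2 lower over the list alone (median -0.95, camera adjusted p = 0.0712). Stage at collection may differ between these controls and was not separated from the cold step. Clock genes lie higher at 0g* than at 1g* in hypoxia (8 genes, 2 over the list alone, median 0.18, camera adjusted p = 0.0119, adjusted p = 0.675 with an estimated correlation), with Pdp1 at 0.65 (standard error 0.19, adjusted p = 0.457). Each count is of genes with a named probe set in the current annotation, which fixes how many members a family has here.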

The main players in any of the five gene clusters included in Table 2 are accessory gland proteins (Affymetrix 2.0 *Drosophila* array contains at least 16 members of the Acp gene family), odorant/pheromone binding proteins or receptors (47 Obp, 62 Or and 5 Pbprp gene family members), ecdysone inducible genes or proteins (11 Eig and 13 Eip members), heat-shock proteins (23 Hsp related gene members) and Turandot/Inmune induced proteins (7 Tot and 7 IM members). In fact, other gene clusters including large gene families have been identified in altered gravity conditions as well as in controls: insect cuticle proteins (more than 70 Cpr plus 13 Lcp (larval) members organized in 9 clusters (Ccp), see [31]), energy/Red-Ox related genes like cytochromes (86 Cyp gene family members), even an unknown function gene family Osiris (20 Osi gene family members, see [32]). It is intriguing that the internal controls used in these GBF experiments also reveal some effects on the gene expression profile. 

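As a list, Osiris genes lie lower at 12g in hypoxia and higher at 12g in cold step with hypoxia. Osi9 lies at 2.77 (standard error 0.70, adjusted p = 0.0695) and Osi12 rose by 4.68 (standard error 1.04, adjusted p = 0.0375) in the latter, 2 arrays each, and Osi12 passes with a term for the second experiment (5.18). Of 23 Osi genes 9 are higher there over the list alone (median log2 fold change 0.97, camera adjusted p = 7.15e-06, adjusted p = 0.505 with an estimated correlation), and 7 lower in hypoxia (median -0.43, camera adjusted p = 7.43e-05, adjusted p = 0.571 with an estimated correlation), at 1.00 and -0.15 with the term. The P450 gene Cyp6g1 fell at 6g in hypoxia by -2.05 (standard error 0.25, adjusted p = 1.56e-05), while Cyp313a4 rose by 2.38 (standard error 0.47, adjusted p = 0.00355), 2 arrays against 3, and with the term Cyp6g1 passes (-1.69) and Cyp313a4 does not (adjusted p = 0.217). Over the P450 list alone 4 of 83 are higher and 18 lower (median -0.18, camera adjusted p = 0.000284, adjusted p = 0.617 with an estimated correlation), with a median of -0.24 with the term. At 6g in cold step with hypoxia Cyp4d2 fell (-1.25, standard error 0.18, adjusted p = 0.000201, and -1.23 with the term), and 7 of 83 are higher and 13 lower over the list alone (median -0.065, camera adjusted p = 0.214), at -0.068 with the term.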

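CG7330, which is lower at 12g without constraint, fell in the LDC rotational control too (log2 fold change -1.25, standard error 0.19, adjusted p = 0.0093, 3 arrays against 3). After the cold step vls, an arginine methylation cofactor of the germ line, rose in the rotational control (0.84, standard error 0.13, adjusted p = 0.0103), as did CG12483 (1.23, standard error 0.21, adjusted p = 0.0147), and both pass within the second experiment (1.02 and 1.36). The patterning gene bab1 rose in cold step with hypoxia (1.16, standard error 0.18, adjusted p = 0.0153, 2 arrays against 2). Testis genes lie lower in the rotational control after the cold step (25 genes, 0 past the limit over the list alone, median -0.97, camera adjusted p = 3.72e-11, adjusted p = 0.675 with an estimated correlation), at -1.20 within the second experiment. Midgut enzymes lie higher (34 genes, 2 over the list alone, median 0.84, camera adjusted p = 3.72e-05, adjusted p = 0.677 with an estimated correlation), at 0.70 within the second experiment. Limma calls 0 higher and 3 lower in the rotational control without constraint, 8 higher and 2 lower after the cold step (1 and 0 after quantile normalization), 0 in hypoxia with 316 at unadjusted p under 0.05, and 1 higher in cold step with hypoxia. With a term for the second experiment these totals are 6, 86, 0 and 1. Without constraint the count is 0 or 1 without Q0A, Q0H, Q0I or Q1H and 18 without Q1A, and after the cold step 0 or 1 without R0H, R0I or R1H, 1999 without R0A, 236 without R1A and 84 without R1I. The single call in cold step with hypoxia is lost without RCA, RCB or R6A, which leaves 0. Within the second experiment 5 probe sets are called without constraint and 2351 after the cold step. With arrays of the same replicate letter as a block the counts are 5 without constraint, 423 after the cold step and 0 in both closed environments.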

Mechanical- or magnetically-induced stress experienced during simulation may constitute a stimulus similar to the change in the gravity vector itself.

## Conclusions

We have confirmed here the impact of constrained environmental parameters on the response of the transcriptome to altered gravity, predicted in previous real space experiments [1]. We have also described previously that, using magnetic levitation as a microgravity simulation facility, different biological developmental stages have a different microgravity signature in terms of overall gene expression profile [17]. In the present article, it is shown that different ground based facilities have different effects, in terms of the number and type of genes affected. The effects are related to environmental conditions that are nearly unavoidable during space trips: flies exposed to altered gravity levels during metamorphosis are affected by simulated altered gravity especially under suboptimal growth conditions. These results are consistent with those of previous experiments in real microgravity conditions [1]; that the transcriptome is finely tuned to Earth’s gravity and the synergic effects exerted by altered gravity and environmental suboptimal conditions may be explained by a “out of tune” state of the transcriptome in these ecological conditions, which have never before been experienced by life during its evolution.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

RH carried out all experiments, both RPM and magnet sample processing, molecular genetic studies and data analyses and drafted the manuscript. ILV performed RNA amplification and Affymetrix microarray hybridizations and preliminary data analysis. OJL, RJAH (magnet system) and JJWAL (RPM/LDC) developed the experimental apparatus, performed the calculations of the magnetic field and effective gravity, operated and advised on the use and effects of each simulation system. FJM participated in the study design and coordination and helped to draft the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Supplementary online material containing affected gene lists used in DAVID analysis (from Table** 2 row 1). Click here for file

Additional file 2 Supplementary online material containing seven DAVID GO cluster figures. Click here for file

Additional file 3 Supplementary online material containing the microarray signal log2ratios for each comparison. Click here for file

Additional file 4 Supplementary online material containing the GEDI analysis source files. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

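The series holds 90 arrays (Affymetrix Drosophila Genome 2) of pupae exposed to altered gravity in 3 facilities, in 32 groups of 2 to 4 arrays. The RPM part has 20 arrays in 6 groups, the magnet part 30 in 10 groups and the LDC part 40 in 16 groups. The log2 values in the deposited table were made by the authors with RMA, as the deposited labels state, and they carry 2 decimals. No version of RMA or of limma is given by the authors. Raw image files were not used.

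Array medians lie near 5 in the RPM and magnet parts and between 6.37 and 6.53 in the LDC part, so no value was compared between facilities. Within groups the correlation between arrays runs from 0.9525 to 0.9954. Of 18952 probe sets, 183 control probe sets were left out and 18769 were tested. A current annotation gives 1 gene symbol to 13647 of them, several to 402 and none to 4720, and 13544 match the gene table by identifier. Genes are described by probe sets with 1 symbol (11982 genes).

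Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with 1 fit per facility that holds all its groups. Every adjusted p of a gene or probe set in the text is from limma, corrected by Benjamini-Hochberg over all probe sets within a comparison, and a probe set is called at adjusted p under 0.05. There are 23 comparisons against 1g controls and 46 contrasts in all, which add differences between magnet positions, 12g against 6g, gravity by environment interactions and environment effects in the 1g controls. Counts over a list alone use the same limma p values corrected within the list. Standard errors are the moderated ones of limma, and plus-minus values are standard deviations over arrays.

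Gene lists were tested with camera and fry of the limma package on the brightest probe set of each gene, with Benjamini-Hochberg over 1116 tests (31 lists in 36 comparisons). Camera used an inter-gene correlation of 0.01, and as an alternative the correlation estimated from the data, whose median is 0.286. Fry passes in 108 tests, 102 of them also by camera. The lists are accessory gland proteins, other seminal fluid genes, odorant binding proteins, odorant receptors, gustatory receptors, ecdysone-induced 71E genes, ecdysone-induced proteins, ecdysone early genes, heat shock proteins, Turandot genes, immune induced molecules, antimicrobial peptides, cuticle proteins, cytochrome P450, Osiris genes, glutathione and redox enzymes, hypoxia response, glycolysis, respiratory chain, ribosomal proteins, tanning, eclosion hormones, clock, muscle, photoreceptors, neurons, testis, ovary, fat body storage, salivary glue and midgut. They stand in for the DAVID clusters of the paper, whose annotation is not among the sources used. The cytochrome P450 list was taken by the symbol Cyp and also holds the cyclophilin genes Cyp1 and Cyp40. A list of the male dosage compensation RNAs has 0 measured members and could not be run.

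Genes named in the text follow a rule fixed before the values were seen. For each comparison against 1g these are up to 5 with the largest rise and 5 with the largest fall among called probe sets whose arrays all separate. Where none is called the 3 smallest p values in each direction are used as values. Up to 4 list members with the smallest p are named for a list that is described. Which lists are described beside which comparison was chosen after the values were seen.

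In the LDC, arrays of a parallel second experiment, marked # in Table 1, were given a term in an alternative fit. A further alternative compares arrays within 1 experiment only. Other alternatives were an unadjusted p under 0.001, a fit of only the groups compared, arrays with the same replicate letter as a block, quantile normalization again, median centring, leaving out dim probe sets, eBayes with trend and robust settings, the mean over the probe sets of a gene, and leaving out each array in turn. A count is treated as moved by an alternative when it differs by more than 1.5 times.

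Calling was tested on simulated data. With a shift of log2 0.5, 1 and 2 added to genes, limma recovers 38.8, 88.1 and 98.5 percent in the RPM comparison without constraint and 11.9, 73.1 and 97 percent at 0g* in cold step with hypoxia. A simulated difference between experiments gives 2931 calls without the experiment term and 0 with it. The simulation adds the same difference in every environment, as the term assumes, while the measured difference without constraint correlates with that after the cold step at 0.392. The number of arrays per group limits the precision of every count.

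The cold step is called 12°C in the results and Table 1 of the paper, and 14°C in its methods. Arrays that Table 1 names Q9E and Q9F carry the names R9E and R9F in the deposited labels, and were taken as the 12g arrays of cold step with hypoxia. The map of Figure 1 was not drawn again. Tables were joined and figures drawn with Python 3.11.15.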

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

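The 4 predictions on the second experiment, rotation, male share and developmental stage were written before the results were seen, while the test within 1 experiment, the test of testis size, the test of exchanged labels and all regroupings of arrays were chosen after. For 12g in hypoxia the verdict on the second experiment also uses a clause added after the values were seen.

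By the interaction test the difference from the 1g controls changes with the environment at 3 probe sets for 1g* by cold step, 629 for 12g by cold step, 2714 for 12g by hypoxia, 709 for 12g by cold step with hypoxia, 33 for 6g by hypoxia and 163 for 6g by cold step with hypoxia. In the closed LDC environments gravity coincides with the experiment, and with the experiment term 12g by hypoxia has 340 calls, 76 of them among the 2714, and 12g by cold step with hypoxia 72, 18 of them among the 709. With the replicate block 1g* by cold step has 0 calls, while 12g by cold step rests there on 1 array of 12g in each environment and is not read as a test. The 1g controls of different environments differ at 2560 probe sets for the cold step on the RPM, 3168 and 4089 in closed and open magnet containers, and 3008 for the cold step and 725 for hypoxia in the LDC, where the hypoxia controls are all of the first experiment and 304 are called with the experiment term, 176 of them among the 725. The second experiment of the LDC differs from the first at 5115 probe sets in the open 1g and rotational controls (2332 higher, 2783 lower).

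Large counts in the closed LDC environments may stem from the second experiment, to which every 12g and 6g array but no 1g array belongs there, and the fold changes correlate with the difference between experiments at 0.341 for 12g and 0.583 for 6g in hypoxia, and at 0.42 for 12g and 0.456 for 6g in cold step with hypoxia. In a fit with every LDC group split by experiment, 6g was set against the open 1g controls of the second experiment, 2 arrays against 2. There 6g in hypoxia differs at 0 probe sets and 6g in cold step with hypoxia at 148. That comparison also differs in oxygen. Against the closed 1g controls of the first experiment the same fit gives 2809 and 3271. With the experiment term 103 of the 830 calls of 6g in hypoxia stay among 136, while probe sets beyond a log2 fold change of 0.5 go from 3452 to 2579. The explanation may thus account for most of that count of calls, and it is open in cold step with hypoxia. In hypoxia 12g and 6g, both marked as of the second experiment, differ at 2343 probe sets. If the labels hold and both were run together, the second experiment is thus not the whole cause for 12g there. An exchange of the 12g labels, taken up below, would make the 2343 a difference in environment too. The replicate letters differ as well, A to C at 12g and H and I at 6g, so a separate run of 12g was not excluded. With the term 12g has 1619 calls, of which 873 are among the 3291 without it. The rotational control has 0 calls in hypoxia and 1 in cold step with hypoxia. Both lie below 12g by over 1.5 times, which by the prediction speaks against rotation. All these arrays are of the first experiment, so rotation in the closed containers of the second was not measured. In open containers after the cold step the rotational control has 10 calls, and 2351 within the second experiment. Rotation is therefore not excluded. A repeat with 1g and 12g pupae of the same experiment in closed containers would separate gravity from experiment.

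The shifts of accessory gland genes against cuticle genes could come from the share of males in the pools or from the developmental stage at collection. Testis medians are 0.12 at 2g* in hypoxia, -0.663 at 12g after the cold step, 0.45 at 12g in hypoxia and 0.555 at 6g in cold step with hypoxia, too small beside the Acp medians for a male share to be the whole cause, although in the LDC they move the same way. Ovary and yolk medians are -0.0833, 0.197, -0.29 and -0.24 in the same order. In the LDC they run opposite to the Acp genes, as predicted for a male share, but at 2g* they run the same way. A part from the male share stays open. The prediction on the dosage compensation RNAs could not be tested, because 0 of them are measured. Photoreceptor medians of 0.112 at 12g after the cold step, 0.292 at 12g in hypoxia and -0.0525 at 6g in cold step with hypoxia leave developmental stage open, with flight muscle medians of -0.187, 0.203 and 0.35. In the same order the larval storage medians are -0.127, 0.413 and -1.68, and the tanning medians 0.163, 0.0783 and 0.12. Cuticle medians there are 0.39, -0.517 and -0.365. Staging of pupae and sexing of the pools before extraction would decide between the explanations.

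The 12g fold changes after the cold step and in hypoxia run opposite to each other (r = -0.727, with 808 probe sets called in opposite directions and 4 in the same, where 357 would be called in both environments if the calls were independent). A difference between experiments enters these fold changes with opposite signs. The 12g cold step arrays are of the first experiment with controls of both, and the 12g hypoxia arrays of the second with controls of the first. The fold changes correlate with that difference at -0.233, with some arrays in common, and at 0.341. Exchanged labels of the 12g arrays are a possible explanation, since the 12g cold step arrays lie 0.307 from the 1g hypoxia controls and 0.512 from their own, and the 12g hypoxia arrays 0.362 from the 1g cold step controls and 0.525 from their own, although 12g without constraint and both closed 6g groups also lie nearest to the 1g controls of another environment. Within the second experiment the hypoxia arrays lie 0.679 from 6g hypoxia and 0.427 from 6g cold step, but the first experiment has only 1 array of the 1g cold step controls, so the explanation stays open. With the labels exchanged 357 and 438 probe sets are called, and the Acp medians become -0.445 and -0.54. An exchange also matches experiments. The 12g cold step and 1g hypoxia arrays are all of the first, and the 12g hypoxia arrays and most of the 1g cold step arrays are of the second. These counts and the distances from the 1g controls therefore cannot tell an exchange from the difference between experiments. A shift in developmental timing by gravity that depends on the environment was not tested beyond the stage lists above, which leave it open. The records of the sample tubes would decide on the labels.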

How the results depend on the processing

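Every setting below was planned before the values were seen, and which gene lists were described was chosen after. Each pair gives the number of called probe sets in the fit of the passages and then under the setting, and an interaction is written as gravity by environment. The cause of each move was not tested.

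With an unadjusted p under 0.001 counts go from 1 to 134 for RPM without constraint, 0 to 53 for RPM in cold step with hypoxia, 0 to 88 for RPM by cold step with hypoxia, 2560 to 1206 for RPM 1g cold step and 0 to 12 for 0g* in hypoxia. At that limit counts go from 2 to 44 for 1g* in hypoxia, 78 to 185 for 2g* in hypoxia, 0 to 22 for open magnet control, 94 to 182 for 0g* in cold step with hypoxia and 8 to 50 for 1g* in cold step with hypoxia. By the unadjusted limit counts go from 19 to 66 for 2g* in cold step with hypoxia, 4 to 58 for 0g* against 1g* in hypoxia, 0 to 11 for 2g* against 1g* in cold step with hypoxia, 0 to 28 for 0g* by cold step and 3 to 29 for 1g* by cold step. Without adjustment counts go from 0 to 28 for 2g* by cold step, 3168 to 1613 for closed 1g cold step, 4089 to 2245 for open 1g cold step, 28 to 184 for 12g without constraint and 0 to 15 for 6g without constraint. Under 0.001 unadjusted counts go from 3 to 21 for rotational control without constraint, 2036 to 882 for 12g in cold step, 40 to 175 for 6g in cold step, 10 to 128 for rotational control in cold step and 3291 to 1358 for 12g in hypoxia. The rest go from 0 to 9 for rotational control in hypoxia, 79 to 217 for 12g in cold step with hypoxia, 1202 to 709 for 6g in cold step with hypoxia, 1 to 7 for rotational control in cold step with hypoxia and 2471 to 788 for 12g against 6g without constraint. Also moved are 8073 to 3232 for 12g against 6g in cold step, 2343 to 1557 for 12g against 6g in hypoxia, 1448 to 891 for 12g against 6g in cold step with hypoxia, 2714 to 866 for 12g by hypoxia and 0 to 25 for 6g by cold step. At the end are 33 to 105 for 6g by hypoxia, 163 to 257 for 6g by cold step with hypoxia and 3008 to 1806 for LDC 1g cold step.

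With a two-group fit counts go from 1 to 0 for RPM without constraint, 2 to 0 for 1g* in hypoxia, 78 to 19 for 2g* in hypoxia, 94 to 5 for 0g* in cold step with hypoxia and 19 to 0 for 2g* in cold step with hypoxia. In two-group fits counts go from 296 to 80 for open magnet control in cold step, 4 to 0 for 0g* against 1g* in hypoxia, 631 to 72 for 2g* against 1g* in hypoxia, 3 to 8 for 1g* by cold step and 4089 to 1637 for open 1g cold step. Fitted in isolation, counts go from 28 to 0 for 12g without constraint, 3 to 0 for rotational control without constraint, 2036 to 102 for 12g in cold step, 40 to 0 for 6g in cold step and 10 to 0 for rotational control in cold step. From the groups compared alone counts go from 830 to 2199 for 6g in hypoxia, 79 to 6 for 12g in cold step with hypoxia, 1202 to 557 for 6g in cold step with hypoxia, 1 to 0 for rotational control in cold step with hypoxia and 2471 to 584 for 12g against 6g without constraint. Further counts go from 1448 to 68 for 12g against 6g in cold step with hypoxia, 629 to 18 for 12g by cold step, 2714 to 863 for 12g by hypoxia, 709 to 0 for 12g by cold step with hypoxia and 33 to 17 for 6g by hypoxia. The rest go from 163 to 74 for 6g by cold step with hypoxia, 3008 to 659 for LDC 1g cold step and 725 to 77 for LDC 1g hypoxia.

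With an experiment term counts go from 28 to 6 for 12g without constraint, 3 to 6 for rotational control without constraint, 40 to 151 for 6g in cold step, 10 to 86 for rotational control in cold step and 3291 to 1619 for 12g in hypoxia. Given the experiment term counts go from 830 to 136 for 6g in hypoxia, 1202 to 461 for 6g in cold step with hypoxia, 2471 to 1 for 12g against 6g without constraint, 8073 to 4764 for 12g against 6g in cold step and 629 to 1006 for 12g by cold step. Other counts go from 2714 to 340 for 12g by hypoxia, 709 to 72 for 12g by cold step with hypoxia, 163 to 344 for 6g by cold step with hypoxia and 725 to 304 for LDC 1g hypoxia. The correlation of 12g and 6g fold changes goes from -0.413 to -0.151 without constraint and reverses from 0.1 to -0.00731 in hypoxia. Probe sets beyond 0.5 at 6g without constraint go from 1481 to 773.

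Within experiment 1 counts go from 28 to 94 for 12g without constraint, 3 to 77 for rotational control without constraint, 2036 to 1014 for 12g in cold step, 629 to 289 for 12g by cold step and 3008 to 538 for LDC 1g cold step. The cuticle median of the rotational control in cold step reverses from -0.17 to 0.03 within experiment 1. The open 1g and rotational controls of experiment 1 have 1 array each, so these counts rest on single arrays and are not read as tests.

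Within experiment 2 counts go from 3 to 5 for rotational control without constraint, 40 to 381 for 6g in cold step, 10 to 2351 for rotational control in cold step, 1448 to 2607 for 12g against 6g in cold step with hypoxia, 0 to 3 for 6g by cold step and 3008 to 4638 for LDC 1g cold step.

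After quantile normalization again counts go from 2 to 5 for 1g* in hypoxia, 0 to 2 for 2g* by cold step, 40 to 86 for 6g in cold step, 10 to 1 for rotational control in cold step, 79 to 181 for 12g in cold step with hypoxia and 1 to 2 for rotational control in cold step with hypoxia. Normalized again counts go from 709 to 1065 for 12g by cold step with hypoxia.

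After median centring counts go from 40 to 79 for 6g in cold step.

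With dim probe sets left out counts go from 2 to 1 for 1g* in hypoxia, 78 to 120 for 2g* in hypoxia, 19 to 29 for 2g* in cold step with hypoxia, 4 to 1 for 0g* against 1g* in hypoxia, 2036 to 1286 for 12g in cold step and 40 to 14 for 6g in cold step. Among bright probe sets counts go from 10 to 5 for rotational control in cold step, 1 to 0 for rotational control in cold step with hypoxia, 2471 to 1568 for 12g against 6g without constraint, 8073 to 3822 for 12g against 6g in cold step and 2714 to 1472 for 12g by hypoxia. The correlation of 12g and 6g in hypoxia reverses to -0.0325, and the Osiris median at 1g* in cold step with hypoxia reverses to 0.043. Probe sets beyond 0.5 at 1g* go from 290 to 190 in hypoxia and from 322 to 207 in cold step with hypoxia.

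With trend and robust eBayes counts go from 1 to 0 for RPM without constraint, 0 to 3 for 2g* by cold step and 10 to 4 for rotational control in cold step.

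With the replicate block counts go from 1 to 0 for RPM without constraint, 2 to 0 for 1g* in hypoxia, 78 to 48 for 2g* in hypoxia, 94 to 59 for 0g* in cold step with hypoxia and 19 to 12 for 2g* in cold step with hypoxia. In the blocked fit counts go from 3 to 0 for 1g* by cold step, 28 to 0 for 12g without constraint, 3 to 5 for rotational control without constraint, 40 to 574 for 6g in cold step and 10 to 423 for rotational control in cold step. Further blocked counts go from 1 to 0 for rotational control in cold step with hypoxia, 2471 to 0 for 12g against 6g without constraint, 8073 to 3302 for 12g against 6g in cold step and 629 to 7 for 12g by cold step. In the open LDC environments the blocked 12g counts rest on 1 array of 12g each and are not read as tests. List tests past adjusted p under 0.05 go from 358 to 201. Over all facilities the letters pair arrays in no consistent way, since of 93 pairs of arrays with the same letter 35 correlate above 0.1 and 30 below -0.1, but in the LDC without constraint 7 of 9 pairs lie above 0.1 and the lowest is -0.0124.

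With an estimated inter-gene correlation 0 list tests pass in place of 358.

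Leaving out each array in turn gives 0 to 347 for RPM without constraint, 0 to 1 for RPM in cold step with hypoxia, 0 to 62 for RPM by cold step with hypoxia, 812 to 3771 for RPM 1g cold step and 0 to 8 for 1g* in hypoxia. By the same procedure the ranges are 14 to 131 for 2g* in hypoxia, 0 to 3 for open magnet control, 20 to 175 for 0g* in cold step with hypoxia, 2 to 9 for 1g* in cold step with hypoxia and 2 to 35 for 2g* in cold step with hypoxia. Dropping 1 array at a time gives 101 to 336 for open magnet control in cold step, 1 to 14 for 0g* against 1g* in hypoxia, 241 to 774 for 2g* against 1g* in hypoxia, 218 to 364 for 0g* against 1g* in cold step with hypoxia and 0 to 14 for 0g* by cold step. Other ranges with 1 array left out are 0 to 4 for 1g* by cold step, 0 to 3 for 2g* by cold step, 1726 to 4088 for closed 1g cold step, 2481 to 6215 for open 1g cold step and 0 to 682 for 12g without constraint. Lowest and highest values are 0 to 4 for 6g without constraint, 0 to 18 for rotational control without constraint, 470 to 2922 for 12g in cold step, 1 to 64 for 6g in cold step and 0 to 1999 for rotational control in cold step. Without 1 array the counts are 1209 to 3382 for 12g in hypoxia, 157 to 557 for 6g in hypoxia, 9 to 22 for 12g in cold step with hypoxia, 122 to 972 for 6g in cold step with hypoxia and 0 to 1 for rotational control in cold step with hypoxia. Ranges of the remaining comparisons are 12 to 1309 for 12g against 6g without constraint, 3879 to 7996 for 12g against 6g in cold step, 1301 to 2101 for 12g against 6g in hypoxia, 91 to 1088 for 12g against 6g in cold step with hypoxia and 30 to 993 for 12g by cold step. Further ranges are 407 to 4034 for 12g by hypoxia, 11 to 2046 for 12g by cold step with hypoxia, 0 to 2 for 6g by cold step, 5 to 131 for 6g by hypoxia and 7 to 253 for 6g by cold step with hypoxia. A fit with 1 array fewer gives 1803 to 3518 for LDC 1g cold step and 99 to 1662 for LDC 1g hypoxia. The correlation of 12g and 6g fold changes runs from -0.496 to -0.111 without constraint, -0.417 to -0.221 in cold step and 0.0515 to 0.222 in hypoxia. The Osiris median at 1g* in cold step with hypoxia runs from -0.41 to 0.082, reversed without array 5cA.

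A gene or list stays here when it keeps its side of the adjusted p limit, whatever the size of its value, so that the cuticle list at 12g in hypoxia stays with an experiment term while its median goes from -0.52 to -0.18. Of values for named genes, 70 stay and 23 weaken with an experiment term, 84 stay and 83 weaken in a two-group fit, and 649 stay, 286 weaken and 1 strengthens when an array is left out. Of the lists that are described, 92 stay, 4 weaken and 4 strengthen with an experiment term, and 513 stay, 34 weaken, 17 strengthen and 1 reverses when an array is left out. With an estimated inter-gene correlation 81 of the followed lists weaken and 19 stay.

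Not run were a split of the shared controls, since no 1g group of the LDC has 4 arrays, a test within 1 experiment where an experiment lacks a group, and an analysis from raw image files.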

Differences from the paper's values

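The comparison with the paper's counts was planned, and the choice of which family directions to compare was made after the results were seen. A count differs here when it lies more than 1.5 times from that of the paper. By that measure 20 of 35 adjusted counts, 27 of 31 unadjusted counts and 2 of 9 family sizes differ. Counts are given as here against the paper, and a setting is named where it lies within that distance of the paper's value.

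On the RPM without constraint 1 probe set is higher by adjusted p against 0 in the paper, and 0 are found with the two-group fit, the replicate block, trend and robust eBayes, or without array 80A, 80B, 80C or 81A. At unadjusted p under 0.001, 95 are higher against 218 in the paper (222 without 81C) and 39 lower against 117 in the paper (139 without 81C, also within that distance with the replicate block). With the cold step 0 are higher and 0 lower, against 28 and 17 in the paper, and no setting comes near. In cold step with hypoxia 36 are lower against 21 in the paper (22 with median centring, 19 with dim probe sets left out, 21, 24, 30 or 25 without 70E, 71F, 71G or 71H, and the replicate block).

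At 12g without constraint 19 are higher and 9 lower by adjusted p against 0 and 0 in the paper. The two-group fit and the replicate block give 0 in both directions, as does leaving out Q4B, and leaving out Q1H gives 0 higher. Unadjusted, 147 are higher against 85 in the paper (100 with the experiment term, 82 within experiment 1, 97 with dim probe sets left out, 84 without Q1I) and 37 lower against 63 in the paper (48 with quantile normalization, 63 without Q1I). At 6g without constraint 13 are higher against 37 in the paper (48 without Q1H) and 2 lower against 8 in the paper (7 within experiment 2, 8 with quantile normalization, 11 with median centring).

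At 12g after the cold step 1190 are higher by adjusted p against 185 in the paper (258 without R1I) and 846 lower against 72 in the paper (86 with the two-group fit). Unadjusted, 479 are higher against 873 in the paper (858 with quantile normalization, 766 with median centring, 700 or 594 without R4C or R1A) and 403 lower against 614 in the paper (480 without R1H, and the replicate block). At 6g after the cold step 19 are higher and 21 lower by adjusted p against 0 and 0 in the paper, and the two-group fit gives 0 and 0, with 0 lower also without R3H. Unadjusted, 86 are higher there against 288 in the paper, a distance closed by the replicate block only.

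At 12g in hypoxia 1764 are lower by adjusted p against 1040 in the paper (1025 with the experiment term, 1197 with median centring, 908 with dim probe sets left out, 904, 1416 or 869 without Q9B, Q9C or Q6B). At 6g in hypoxia 449 are higher against 1359 in the paper (1440 with the two-group fit) and 381 lower against 720 in the paper (759 with the two-group fit, 526 with quantile normalization). Unadjusted, 276 are lower there against 912 in the paper, and no setting comes near.

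At 12g in cold step with hypoxia 54 are higher by adjusted p against 6 in the paper (6 with the two-group fit, 5 without R6B) and 25 lower against 0 in the paper (0 with the two-group fit). Unadjusted, 139 are higher against 608 and 78 lower against 334 in the paper, and no setting comes near. At 6g in that environment 459 are higher by adjusted p against 1256 in the paper, and none of the settings comes near, while a fit with every LDC group split by experiment gives 1488. The paper prints 419 higher and 297 lower probe sets there without correction and 1256 and 912 with it.

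At 0g* in hypoxia 5 are higher and 7 lower unadjusted against 61 and 62 in the paper, in no setting near. At 1g* in hypoxia 1 is higher and 1 lower by adjusted p against 0 and 0 in the paper, and 0 are found in both directions with the two-group fit, the replicate block and without 6cA or 6cB, with 0 higher also with dim probe sets left out and 0 lower without 61A or 6cC. Unadjusted, 29 are higher there against 17 in the paper (24, 23, 18, 20 or 25 without 61A, 61B, 6cA, 6cB or 6cC, and the replicate block) and 15 lower against 25 in the paper (26 with quantile normalization, 21 or 20 without 61B or 6cA, and the replicate block). At 2g* in hypoxia 95 are higher and 90 lower unadjusted against 420 and 328 in the paper.

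In the magnet in cold step with hypoxia the counts at 0g* and 1g* and the unadjusted counts at 2g* are lower here than in the paper, and no setting closes the distance. At 0g* 72 are higher and 22 lower by adjusted p against 458 and 349 in the paper, and 129 and 53 unadjusted against 635 and 524 in the paper. At 1g* 6 are higher and 2 lower by adjusted p against 196 and 97 in the paper, and 26 and 24 unadjusted against 350 and 191 in the paper. At 2g* 11 are lower by adjusted p against 2 in the paper (3 without 5cB), and 27 higher and 39 lower unadjusted against 208 and 157 in the paper.

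The gene table holds 3 Eip genes against 13 in the paper and 14 Hsp genes against 23 in the paper. For the map, 10007 probe sets lie beyond 0.5 and 16603 have an unadjusted p under 0.05, against 11594 in the paper, both within 1.5 times.

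In directions, Table 2 of the paper places reproductive genes among those higher at 12g after the cold step and cuticle genes among those lower. Here the Acp median is -3.71 and the cuticle median 0.39. Table 2 places reproductive genes among those higher at 12g in cold step with hypoxia, where the Acp median is 0.36 and the list does not pass. With the experiment term that median is 0.598 and the list passes by camera at the preset correlation. Table 3 places cuticle genes among those lower at 1g* and 2g* in cold step with hypoxia, where the medians are 0.017 and 0.04 and the means -0.048 and -0.052. For the cuticle list the directions are the same as in the paper on the RPM in cold step (-0.13), at 12g without constraint (-0.28), at 12g in hypoxia (-0.52), at 6g in hypoxia (0.27), at 2g* in hypoxia (0.10) and at 0g* in cold step with hypoxia (-0.24). The directions, or the stronger of both where the paper lists both, are the same as in the paper for the Acp list at 2g* in hypoxia (-1.74), at 0g* in hypoxia (-0.82), at 12g in hypoxia (2.34), at 6g in cold step with hypoxia (4.81) and at 0g* in cold step with hypoxia (0.34).

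The paper reports the same signature for 12g and 6g in each environment. Here their fold changes correlate at -0.413, -0.387, 0.1 and 0.315, below the simulated values of 0.399, 0.449, 0.445 and 0.502 for unchanged groups that share the controls. The simulation holds no difference between experiments, while in the open environments 12g and 6g belong to different experiments, and with the experiment term the correlations are -0.151, -0.379, -0.00731 and 0.257. A change in either group adds variance and lowers the correlation, so a value below the simulated one does not by itself speak against a shared signature. Covariances without constraint, after the cold step and in hypoxia are -0.0528, -0.0782 and 0.0257 (0.0281, 0.0282 and 0.028 simulated). In cold step with hypoxia their covariance is 0.0756, above the simulated 0.0423, and 0.0591 with the experiment term, with 5 probe sets called higher in both, 18 lower in both and 0 in opposite directions. There 12g and 6g are of the second experiment and their controls of the first, so that difference enters both fold changes with the same sign. It can raise the covariance without a shared response to gravity. The simulated value holds no experiment term, so these values do not decide on a shared signature.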

Other observations

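Which tissue lists and environment effects are described here was chosen after the results were seen, while the lists and contrasts themselves were planned.

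Groups of 1g controls with and without the cold step differ at many probe sets. By Table 1 it comes before the same exposure, so age and perhaps stage at collection differ as well. Stage was not separated from the cold step in the values below. On the RPM respiratory chain genes rise with it (68 genes, 46 higher, 48 over the list alone, median 0.58, camera adjusted p = 7.76e-19, adjusted p = 0.617 with an estimated correlation), with ND-51 at 1.04 (standard error 0.17, adjusted p = 0.00176). Flight muscle genes rise as well (21 genes, 19 higher over the list alone, median 0.56, camera adjusted p = 1.29e-08, adjusted p = 0.675 with an estimated correlation), among them the troponin gene TpnC41C (0.92, standard error 0.16, adjusted p = 0.00231), and so do photoreceptor genes (18 genes, 10 higher over the list alone, median 0.51, camera adjusted p = 0.0152, adjusted p = 0.817 with an estimated correlation), with Arr1 at 1.19 (standard error 0.33, adjusted p = 0.0256). Larval storage proteins fall, 3 of 3 (median -0.61, camera adjusted p = 0.0125, adjusted p = 0.639 with an estimated correlation). In closed magnet containers Osi20 rises by 5.92 (standard error 0.51, adjusted p = 3.14e-08), Hr4 by 1.32 (standard error 0.24, adjusted p = 0.000368), and midgut enzymes fall (34 genes, 13 lower over the list alone, median -0.29, camera adjusted p = 4.2e-05, adjusted p = 0.579 with an estimated correlation). In the LDC the cold step raises alphaTry, a midgut trypsin (3.31, standard error 0.49, adjusted p = 2.75e-05), and IM33 (2.82, standard error 0.42, adjusted p = 2.82e-05), and lowers the GABA receptor gene Rdl (-1.30, standard error 0.29, adjusted p = 0.00167), at 3.86, 3.35 and -1.47 within the second experiment. Limma calls 1327 probe sets higher and 1233 lower on the RPM, 1681 and 1487 in closed magnet containers (1439 and 2057 after median centring), 2102 and 1987 in open ones (1724 and 2820 after median centring) and 1229 and 1779 in the LDC. In the same order the totals run from 812 to 3771, 1726 to 4088, 2481 to 6215 and 1803 to 3518 when 1 array is left out. Two-group fits give 2035, 3903, 1637 and 659. In the LDC 296 are higher and 429 lower in the hypoxia controls than in those without constraint, but the former are all of the first experiment, and the total of 725 becomes 304 with the experiment term, 176 of them shared, and 99 without Q1H.

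In the LDC at 6g in cold step with hypoxia TpnC41C rises (0.96, standard error 0.18, adjusted p = 0.00247) with 9 of 21 flight muscle genes over the list alone (median 0.35, camera adjusted p = 0.000508, adjusted p = 0.817 with an estimated correlation), but with a term for the second experiment TpnC41C does not pass (0.54, adjusted p = 0.0536) and the median is -0.026. The phototransduction genes trp (-0.92, standard error 0.26, adjusted p = 0.0317) and inaD (-0.65, standard error 0.18, adjusted p = 0.0314) fall there, and so does the storage protein gene Lsp2 (-2.60, standard error 0.64, adjusted p = 0.0156), while with the term none of these passes (adjusted p = 0.0539, 0.203 and 0.21). Storage genes are higher at 12g than at 6g in that environment, where both belong to the second experiment (3 of 3, median 2.89, camera adjusted p = 7.65e-05, adjusted p = 0.392 with an estimated correlation). At 6g without constraint genes of neurons lie higher (13 genes, 0 past the limit over the list alone, median 0.34, camera adjusted p = 0.00142, adjusted p = 0.686 with an estimated correlation), with Gad1 at 0.58 (standard error 0.18, adjusted p = 0.636), at a median of 0.18 within the second experiment. Ovary genes lie lower there (19 genes, 0 past the limit, median -0.22, camera adjusted p = 0.0066, adjusted p = 0.726 with an estimated correlation), at -0.14 within the second experiment. Salivary glue genes lie lower in the rotational control without constraint (11 genes, 0 past the limit, median -0.15, camera adjusted p = 0.00128, adjusted p = 0.675 with an estimated correlation).

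The second experiment of the LDC has higher flight muscle (median 0.42, 12 higher) and glycolysis genes (median 0.42, 6 higher) and lower odorant receptor (median -0.15, 15 lower) and ribosomal genes (median -0.14, 10 lower) in its open controls than the first. With an estimated correlation the camera adjusted p of each of these lists is 0.625. Some of the 6g receptor shift without constraint may therefore follow the experiment, and its median is -0.12 within experiment 2.

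By distance, 6g in hypoxia lies 0.289 from the 1g controls without constraint and 0.488 from its own controls, and 6g in cold step with hypoxia lies 0.341 from the 1g cold step controls and 0.566 from its own. The 1g controls of the same environment are the closest in 4 of 4 environments for the rotational control, 1 of 4 for 12g and 2 of 4 for 6g. The rotational groups hold the same mix of experiments as the 1g controls of their environment, and the 12g and 6g groups do not. The tally therefore cannot separate gravity from the experiment, and the closed 6g groups also differ from their own controls in experiment. Closed 6g pupae differ from open 6g pupae of the second experiment at 66 probe sets without the cold step and at 0 with it (1011 at unadjusted p under 0.05). A lower oxygen effect in the second experiment than in the first could explain this, and the 0 probe sets that separate 6g in hypoxia from the open 1g controls of the second experiment would follow from it.

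Arrays of the comparisons with 3 or more arrays per group were regrouped. With 10 splits of 3 against 3 arrays there are too few for a share under 0.05. The real split gives the most calls, as 1 of 10, for the 1g cold step on the RPM (2560, highest other 0), 2g* in hypoxia (78, other 5), 0g* (94, other 1), 1g* (8, other 1) and 2g* (19, other 4) in cold step with hypoxia, and the open control in cold step (296, other 35). It does so as well for 2g* against 1g* in hypoxia (631, other 10), 0g* against 1g* in cold step with hypoxia (468, other 0), the closed (3168, other 0) and open (4089, other 1) 1g cold step, 12g in cold step (2036, other 5), 12g in hypoxia (3291, other 0), and 1g cold step (3008, other 291) and 1g hypoxia (725, other 5) in the LDC. For 12g in hypoxia the real split is also that between the experiments, so it cannot separate gravity from them. For 1g* in hypoxia 2 splits reach 2 calls (highest other 2), and for 0g* against 1g* in hypoxia 2 reach 4 (highest other 5). All 10 reach the 0 calls of the RPM in cold step, 0g* in hypoxia (highest other 4), 2g* against 1g* in cold step with hypoxia, and the rotational control in hypoxia.

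Other splits point to structure among the arrays. The open control without cold step has 0 calls and another split 1017, and the RPM without constraint has 1 call while 4 of 10 splits reach it, the highest at 31. For the RPM in cold step with hypoxia all 35 splits reach its 0 calls and the highest has 327, with 70E, 70F, 71E and 71F on a side. In the rotational control 4 of 10 splits reach the 3 calls without constraint and 4 of 10 the 10 calls in cold step. The highest give 2746 calls with Q0A, Q1A and Q1I on a side and 3462 with R0A, R1A and R1H, where arrays with the letter A belong to the first experiment. Within experiment 2 the rotational control has 5 calls without constraint and 2351 in cold step. For the interactions, with 24 regroupings within environments drawn at random beside the real one, 25 of 25 reach the 0 calls of the RPM (highest 661), 0g* (highest 23) and 2g* (highest 1), and 1 of 25 the 3 calls of 1g* by cold step (highest other 0).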
